# Sex Dimorphism of Nonalcoholic Fatty Liver Disease (NAFLD) in *Pparg*-Null Mice

**DOI:** 10.3390/ijms22189969

**Published:** 2021-09-15

**Authors:** Mariano Schiffrin, Carine Winkler, Laure Quignodon, Aurélien Naldi, Martin Trötzmüller, Harald Köfeler, Hugues Henry, Paolo Parini, Béatrice Desvergne, Federica Gilardi

**Keywords:** nonalcoholic fatty liver disease (NAFLD), sex dimorphism, lipidomics, hepatic sex-biased gene expression

## Abstract

Men with nonalcoholic fatty liver disease (NAFLD) are more exposed to nonalcoholic steatohepatitis (NASH) and liver fibrosis than women. However, the underlying molecular mechanisms of NALFD sex dimorphism are unclear. We combined gene expression, histological and lipidomic analyses to systematically compare male and female liver steatosis. We characterized hepatosteatosis in three independent mouse models of NAFLD, *ob/ob* and lipodystrophic fat-specific (*PpargF*^Δ/Δ^) and whole-body PPARγ-null (*Pparg*^Δ/Δ^) mice. We identified a clear sex dimorphism occurring only in *Pparg*^Δ/Δ^ mice, with females showing macro- and microvesicular hepatosteatosis throughout their entire life, while males had fewer lipid droplets starting from 20 weeks. This sex dimorphism in hepatosteatosis was lost in gonadectomized *Pparg*^Δ/Δ^ mice. Lipidomics revealed hepatic accumulation of short and highly saturated TGs in females, while TGs were enriched in long and unsaturated hydrocarbon chains in males. Strikingly, sex-biased genes were particularly perturbed in both sexes, affecting lipid metabolism, drug metabolism, inflammatory and cellular stress response pathways. Most importantly, we found that the expression of key sex-biased genes was severely affected in all the NAFLD models we tested. Thus, hepatosteatosis strongly affects hepatic sex-biased gene expression. With NAFLD increasing in prevalence, this emphasizes the urgent need to specifically address the consequences of this deregulation in humans.

## 1. Introduction

Nonalcoholic fatty liver disease (NAFLD) is considered as the hepatic manifestation of the metabolic syndrome and is associated with obesity, insulin resistance and diabetes. Therefore, its clinical prevalence has grown in recent years, due to the obesity epidemic. NAFLD is characterized by an excessive accumulation of triglycerides (TGs) and cholesterol esters in hepatocytes, also referred to as hepatosteatosis. The simple accumulation of fat is *per se* harmless, and the incidence of NAFLD in the adult population in Western countries is estimated to be around 25%. However, approximately 20% of patients with NAFLD develop liver inflammation, which is the hallmark of nonalcoholic steatohepatitis (NASH) [1,2]. Once developed, NASH can progress towards fibrosis and ultimately cirrhosis, which is an important risk factor for hepatocellular carcinoma [3].

One factor that seems to play a role in NASH incidence is gender, although epidemiological studies on this topic are still scarce and limited, and the available information contradictory. Whereas earlier observations suggested that NAFLD/NASH was a female-predominant condition, recent data suggest a higher prevalence in men [3]. In addition, hepatocellular carcinoma, which can be triggered by advanced liver fibrosis, is clearly sexually dimorphic in both rodents and humans, with a significantly higher incidence in males [4,5]. Finally, several reports suggest that the sex-specific fat distribution, which favors subcutaneous versus visceral depots in women, could be one of the factors contributing to the lower global metabolic risk observed in women [6,7].

However, it must be considered that so far male subjects have been favored in human and animal biomedical research, whereas women or nonhuman females have been under-represented [8]. Thus, the current observations may mostly reflect a lack of knowledge of the sex dimorphism of NAFLD. The liver is a highly sexually dimorphic organ in the situation of normal health, with hundreds of genes being differentially expressed between the two sexes [9,10]. It is thus expected that not only the development but also the consequences of NAFLD might be sex-dimorphic.

In this study, peroxisome proliferator-activated receptor gamma null mice (*Pparg*^Δ/Δ^) were used as a new model of NAFLD. PPARγ is a nuclear receptor required for adipocyte differentiation and maturation [11]. *Pparg*^Δ/Δ^ mice were obtained as described by Nadra et al. (2010) [12]. As expected from the critical role of PPARγ in adipogenesis, *Pparg*^Δ/Δ^ mice are totally deprived of adipose tissue [13] and spontaneously develop hepatosteatosis. Herein we show that, in this mouse model, hepatosteatosis evolves differently in males and females. Using a combination of transcriptomics, lipidomics and further in vivo experiments, we systematically characterize the liver phenotype of *Pparg*^Δ/Δ^ mice in both sexes in order to gain insight into the molecular mechanisms underlying sex dimorphism in NAFLD. We also pay particular attention to the expression of sex-biased genes in *Pparg*^Δ/Δ^ mice as well as distinct mouse models of hepatosteatosis, revealing an important perturbation of the sex dimorphism pattern of the liver upon steatosis.

## 2. Results

### 2.1. PPARγ-Null Mice Represent a New Model of NAFLD Exhibiting Sex Dimorphism

PPARγ-null mice, hereafter called *Pparg*^Δ/Δ^ mice, are totally deprived of adipose tissue [14]. Due to the impossibility of storing lipids in adipose tissue, lipodystrophy typically triggers fat accumulation in the liver [15]. Accordingly, both male and female *Pparg*^Δ/Δ^ mice showed a massive enlargement of the liver and developed hepatic steatosis, as demonstrated by the presence of numerous lipid droplets at 7 weeks. In contrast, at 20 weeks, the liver of *Pparg*^Δ/Δ^ males exhibited fewer lipid droplets and lower triglyceride (TG) accumulation compared to *Pparg*^Δ/Δ^ females (Figure 1A,B). FFAs increased similarly in both *Pparg*^Δ/Δ^ males and females, while neither total hepatic cholesterol nor cholesterol esters were increased in *Pparg*^Δ/Δ^ mice (Supplementary Figure S1). We compared this model with two other models of NAFLD: the obese and diabetic *ob/ob* mice and the lipodystrophic *Adipoq-Cre*^tg/+^;*Pparg^fl/fl^* mice (hereafter called *Pparg*F^Δ/Δ^), in which *Pparg* is deleted in preadipocytes but is present in the rest of the body [16]. As expected, hematoxylin and eosin staining showed that both sexes had a high number of hepatic lipid droplets in these two other mouse models (Figure 1C), but with no apparent dimorphism. Consistently, neither *ob/ob* mice nor *Pparg*F^Δ/Δ^ mice showed sex dimorphism in hepatic TG levels (Figure 1D). Thus, the sex dimorphism of hepatosteatosis with higher TG storage in female vs. male is specific to the *Pparg*^Δ/Δ^ mice.

To gain insights into the development of this sex-related phenotype, we fully characterized the lipid species accumulating in the livers of male and female *Pparg*^Δ/Δ^ mice at 7 weeks, when hepatic lipid content is similar in males and females, and at 20 weeks, when the hepatic lipid content shows sexual dimorphism.

In control mice at 7 weeks, female livers had an overall slightly higher content of each TG species compared to male livers. At 20 weeks, most of these differences disappeared (Figure 2A and Supplementary Figure S2A,B). The same analyses in *Pparg*^Δ/Δ^ mice at 7 weeks revealed a remarkable pattern with a higher amount of polyunsaturated long-chain TGs in *Pparg*^Δ/Δ^ males but a higher amount of short-chain and more saturated TGs in *Pparg*^Δ/Δ^ females, whereas no sex dimorphism was observed in that respect in control mice. The same phenotype was accentuated at 20 weeks, while *Pparg*^Δ/Δ^ females had higher total TG content compared to males, suggesting that this pattern is independent of total hepatic TG content (Figure 2A,B).

The profile of hepatic FFAs, from which TGs are synthesized, showed only few differences at 7 weeks between *Pparg*^Δ/Δ^ males and females. In contrast, the FFA profile at 20 weeks reproduced the same pattern found in TGs (Figure 2C and Supplementary Figure S2C).

Similar analyses were performed in 20 weeks *ob/ob* mice. Unlike in *Pparg*^Δ/Δ^ mice, short-hydrocarbon-chain TGs were more concentrated in *ob/ob* males compared to females, while FFA species did not show sex dimorphism (data not shown).

In summary, *Pparg*^Δ/Δ^ males and females showed sexual dimorphism in the hepatic content of TG and FFA species. In addition, females exhibit more short and/or saturated hydrocarbon chain TGs and FFAs whereas males have more long and/or polyunsaturated TGs and FFAs.

### 2.2. Distribution Pattern of Sex-Biased Genes in the Liver of CTL and Pparg^Δ/Δ^ Mice

To define the signature of the steatotic liver in male and female *Pparg*^Δ/Δ^ mice and the genes/mechanisms underlying the observed sex dimorphism of NAFLD, microarray analyses were performed at 20 weeks.

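Liver RNA of 11 mice aged 20 weeks was measured on Affymetrix Mouse Gene 1.0 ST arrays, with 1 mouse per array: 3 CTL females, 3 CTL males, 3 *Pparg*Δ/Δ females and 2 *Pparg*Δ/Δ males. *Xist*, the transcript of the inactive X chromosome, lay between 12.33 and 12.52 on the log2 scale in the females and between 4.96 and 5.52 in the males. The mean of 4 Y-linked genes, *Ddx3y*, *Kdm5d*, *Eif2s3y* and *Uty*, lay between 8.86 and 9.32 in the males and between 4.45 and 4.57 in the females, so every array carried the sex of its label. *Pparg* itself (chromosome 6 of NCBIM37, 115310969 to 115440419) had a signal of 9.35 ± 0.09 (SD, n = 3) in CTL females and 10.79 ± 0.21 (SD, n = 3) in *Pparg*Δ/Δ females, higher by 1.44 (SE 0.117, adjusted p = 0.000162). In males it was 9.06 ± 0.10 (SD, n = 3) in CTL and 10.52 ± 0.19 (SD, n = 2) in *Pparg*Δ/Δ mice, higher by 1.46 (SE 0.131, adjusted p = 0.000337). The probes of this transcript cluster therefore do not show the deletion as an absence of signal. Values are the log2 signals that the authors obtained by robust multi-array averaging (RMA). Each of 22061 genes was tested with limma over the 11 arrays together, for the difference of females from males within a genotype and of *Pparg*Δ/Δ from CTL mice within a sex. P values were adjusted by Benjamini and Hochberg over both sex comparisons together, and likewise over both genotype comparisons, with a threshold of 0.05 and no minimum fold change, as in the legend of Figure 3A. Array medians over these genes lay between 7.19 and 7.31, and arrays of a group correlated at 0.991 to 0.995. With 2 or 3 mice per group, the number of arrays limits the precision of every difference.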

The hepatic expression of many genes is physiologically different between males and females. The genes more expressed in females compared to males and the opposite are referred to as “female-biased” or “male-biased” genes, respectively. Disruption of this natural dimorphism may lead to physiopathological disorders. We thus compared the sets of female-biased and male-biased genes in CTL and *Pparg*^Δ/Δ^ mice. An intriguing pattern emerged, as most of the hepatic sex-biased genes in CTL mice lose their sex dimorphism in *Pparg*^Δ/Δ^ mice (e.g., less than one-third of female-biased genes in CTL mice remain female-biased in *Pparg*^Δ/Δ^ mice). 

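In CTL livers at 20 weeks, 334 genes were female-biased and 256 were male-biased. Of these, 84 female-biased genes (25.2%) and 75 male-biased genes (29.3%) kept the same bias in *Pparg*Δ/Δ livers, where independent lists of these sizes would share 6.84 and 2.61. *Cyp2b9*, which encodes a cytochrome P450 (chromosome 7 of NCBIM37, 26958428 to 26995679), had a signal of 13.53 ± 0.09 (SD, n = 3) in CTL females and 6.13 ± 1.14 (SD, n = 3) in CTL males, a female excess of 7.39 (SE 0.514, adjusted p = 1.83e-05). With *Pparg*Δ/Δ livers at 13.35 ± 0.22 (SD, n = 3) in females and 12.31 ± 1.26 (SD, n = 2) in males, the excess there was 1.05 (SE 0.575, adjusted p = 0.411). The change of its sex difference, tested as the sex by genotype interaction, was -6.35 (SE 0.771, adjusted p = 0.0122). *Cyp2b9* shares sequence with other *Cyp2* genes, so its value is uncertain. By contrast, *Hao2*, which encodes a hydroxyacid oxidase (chromosome 3, 98678500 to 98697149), kept a female excess of 3.62 (SE 0.132, adjusted p = 5.80e-08) in CTL and 3.32 (SE 0.147, adjusted p = 3.08e-07) in *Pparg*Δ/Δ livers. *Elovl3*, which encodes a fatty acid elongase (chromosome 19, 46206389 to 46210184), kept a male excess, with log2 differences of -5.83 (SE 0.221, adjusted p = 6.60e-08) and -6.51 (SE 0.247, adjusted p = 6.60e-08).

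Over the 250 genes that were female-biased in CTL livers only (subset I), the median sex difference was 0.63 in CTL and 0.24 in *Pparg*Δ/Δ livers, and 206 genes had the same sign in both. Over the 181 genes that were male-biased in CTL livers only (subset II), the medians were -0.56 and -0.25, and 165 genes had the same sign in both. The interaction passed limma's test at an adjusted p under 0.05 for 3 genes of subset I and 0 of subset II, and at an unadjusted p under 0.05 for 135 and 80. Subsets chosen on these arrays are not independent evidence for that test, and the choice by itself favours a larger median in the genotype where the genes were called. Over all genes, 17 had an interaction, 8 positive and 9 negative, and 1639 passed without adjustment. Of the 17, 6 were female-biased and 3 male-biased in both genotypes, so a bias called in both was not always of unchanged size. The 17 became 11 without male CTL replicate 1 or female CTL replicate 3 and 35 without male *Pparg*Δ/Δ replicate 2, and 9 of the 17 passed whichever array was left out. In each gene called sex-biased in CTL livers the 3 females and 3 males did not overlap, as in 20.3% of all genes, against 10% by chance. Subset I also held 6 of 18 clock genes (0.204 by chance among all genes, adjusted p = 8.37e-07, Fisher's exact test). The hour of collection of each mouse was not given, so for such genes it cannot be told apart from sex.

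Subset I held 119, 158 and 129 genes without female CTL replicates 1, 2 and 3. Subset II held 76 without male CTL replicate 2 and 87, 84 and 85 without female CTL replicates 1, 2 and 3. The 84 genes female-biased in both genotypes became 41 and 45 without male *Pparg*Δ/Δ replicates 1 and 2 and 46, 50 and 55 without female CTL replicates 1, 2 and 3. The 75 male-biased in both became 115 and 45 without male CTL replicates 1 and 2, 42 and 40 without male *Pparg*Δ/Δ replicates 1 and 2, 44, 45 and 46 without female CTL replicates 1, 2 and 3, and 41 and 43 without female *Pparg*Δ/Δ replicates 2 and 3. With every array centred on its median, a shift of up to 0.126, there were 244 female-biased and 332 male-biased genes in CTL livers. From the comparison of the sex-biased sets of both genotypes, the paper states that most sex-biased genes lose their dimorphism in *Pparg*Δ/Δ livers, and it later proposes that NAFLD rather than PPARγ has this effect.

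**Figure D1:**
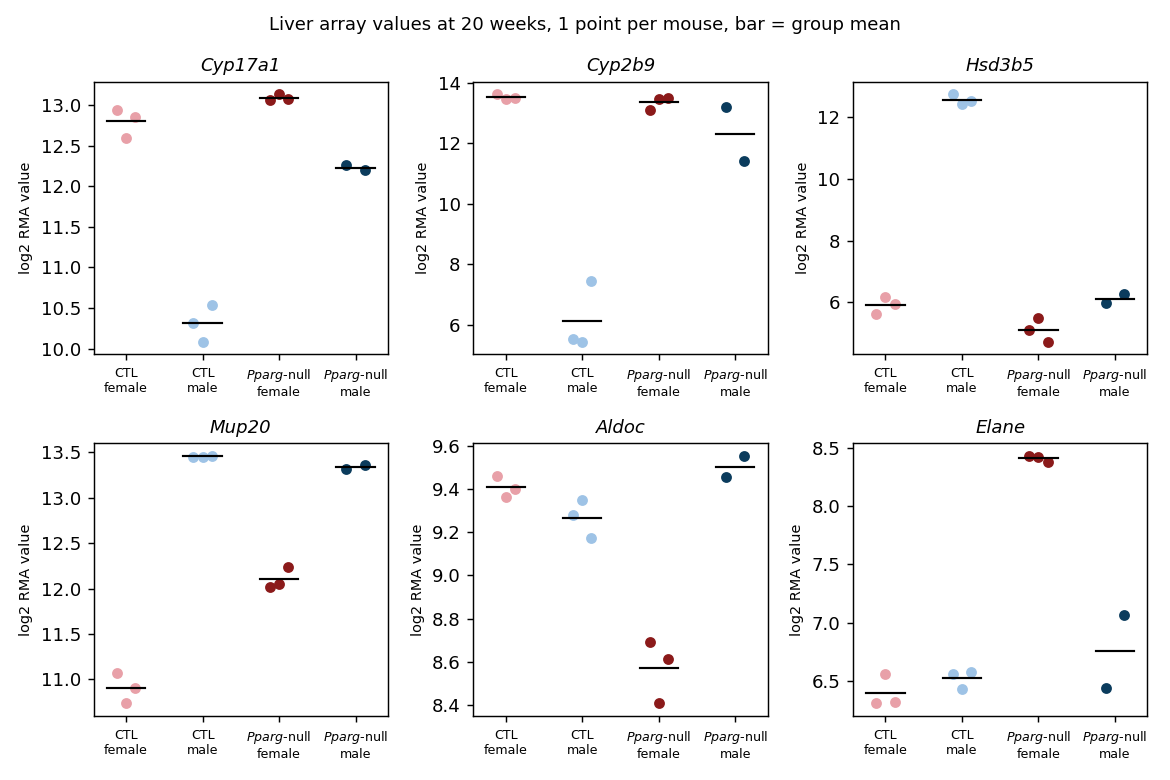
Log2 RMA signal (vertical axis) of 6 genes with a sex by genotype interaction in CTL and *Pparg*Δ/Δ females and males at 20 weeks, with 1 point per mouse and a bar at the group mean. *Hsd3b5* lay at 12.57 in CTL males and at 6.12 or lower in the other groups, and *Cyp2b9* at 6.13 in CTL males and at 12.31 or higher in the others.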

Reciprocally, an important number of non-sex-dimorphic genes in CTL become sex-biased in *Pparg*^Δ/Δ^ mice (Figure 3A).

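In *Pparg*Δ/Δ livers at 20 weeks, 368 genes were female-biased without being so in CTL livers (subset III) and 150 were male-biased without being so in CTL livers (subset IV). *Srebf1*, which encodes a transcription factor of lipid synthesis (chromosome 11 of NCBIM37, 60012586 to 60034106), belonged to subset III, with a signal of 10.99 ± 0.26 (SD, n = 3) in *Pparg*Δ/Δ females and 9.91 ± 0.06 (SD, n = 2) in *Pparg*Δ/Δ males. Its female excess was 1.08 (SE 0.155, adjusted p = 0.00515) in *Pparg*Δ/Δ and 0.27 (SE 0.139, adjusted p = 0.365) in CTL livers, with an interaction of 0.81 (SE 0.208, adjusted p = 0.302). *Eda2r*, which encodes a member of the tumour necrosis factor receptor family (chromosome X, 94531258 to 94572511), belonged to subset IV. It had a signal of 7.08 ± 0.06 in *Pparg*Δ/Δ males, 5.75 ± 0.18 in *Pparg*Δ/Δ females and 5.64 ± 0.08 in CTL males, and rose by 1.44 (SE 0.137, adjusted p = 0.000485) in *Pparg*Δ/Δ over CTL males. Its interaction was -1.18 (SE 0.184, adjusted p = 0.0591).

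Across subset III the median sex difference was 0.26 in CTL and 0.79 in *Pparg*Δ/Δ livers, and 346 genes had the same sign in both. Across subset IV the medians were -0.19 and -0.62, and 127 genes had the same sign in both. The interaction passed limma's test at an adjusted p under 0.05 for 3 genes of subset III and 2 of subset IV, and at an unadjusted p under 0.05 for 238 and 94, with the same limit on independence as for subsets I and II. Subset III held 71 and 209 genes without male *Pparg*Δ/Δ replicates 1 and 2, 242 without female CTL replicate 1, and 556, 209 and 180 without female *Pparg*Δ/Δ replicates 1, 2 and 3. Subset IV held 47 without male *Pparg*Δ/Δ replicate 1, 92, 97 and 95 without female CTL replicates 1, 2 and 3, and 60 and 58 without female *Pparg*Δ/Δ replicates 2 and 3. After median centring, 327 genes were female-biased and 356 male-biased in *Pparg*Δ/Δ livers, compared with 452 and 225 before.

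**Figure D2:**
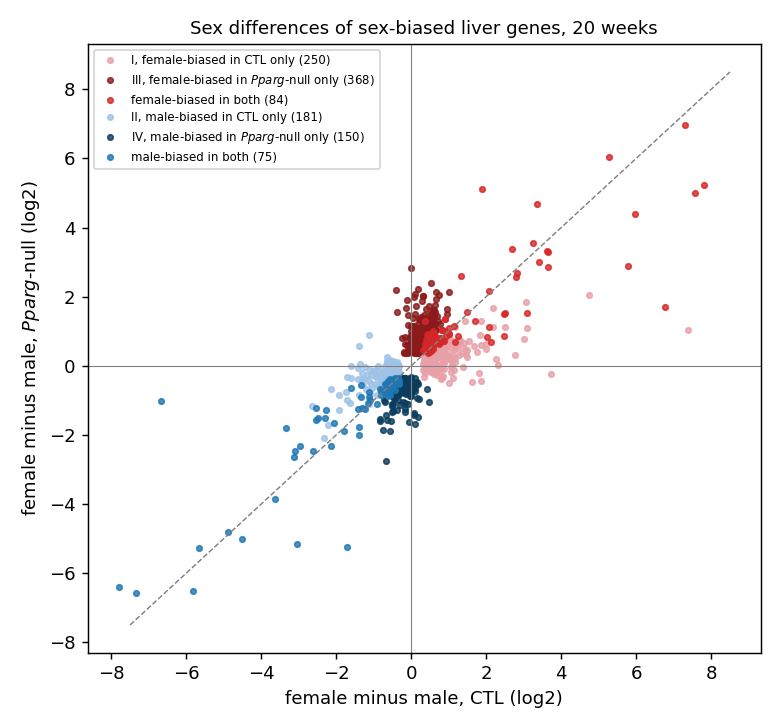
Log2 difference of females from males in CTL livers (horizontal axis) and in *Pparg*Δ/Δ livers (vertical axis) at 20 weeks, with 1 point per gene that was sex-biased in at least one genotype, coloured by subset. Genes biased in both genotypes had medians of 0.79 and 0.84 for the female-biased and -0.82 and -0.77 for the male-biased genes. Of these, 6 female-biased and 3 male-biased genes had an interaction. Examples off the diagonal are *Hsd3b5* (-6.67 and -1.016) and *Slco1a1* (-1.705 and -5.253). The medians of subsets I to IV lie nearer to the axis of the genotype in which the genes were biased, which the choice of genes called in 1 genotype alone favours by itself.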

In order to find the main biological pathways impacted by this particular pattern of sex-biased genes in *Pparg*^Δ/Δ^ mice at 20 weeks, we performed gene ontology (GO) analysis, using the bioinformatics tool DAVID GO (https://david.ncifcrf.gov/summary.jsp, analyses performed from September 2015 to September 2016). We divided the overall set of sex-biased genes into four subsets, as shown in Figure 3A. Table 1 lists the main GO terms represented in each subset. 

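Subset I held 17 genes of the term microsome, among them *Cyp2b9*, *Cyp2c39* and *Fmo2*, where 3.11 would be found by chance (adjusted p = 3.78e-07, Fisher's exact test, two-sided). It also held 21 genes of the endoplasmic reticulum (9.22 by chance, adjusted p = 0.00307) and, of the term arachidonic acid metabolic process, only *Cyp4a14* (0.106 by chance, adjusted p = 0.258). Subset II held 30 genes of metal ion binding, *Bcl6* among them (22.5 by chance, adjusted p = 0.248), and 4 of the nucleolus, *Bop1*, *Mars1*, *Senp3* and *Srp19* (1.05 by chance, adjusted p = 0.0676). In subset III, 15 genes belonged to the immune response, including *Cxcl9*, *H2-Ab1* and *H2-Eb1* (2.32 by chance, adjusted p = 3.78e-07), and 11 to the cell surface, including *Cd8a* (2.68 by chance, adjusted p = 0.000726). The term defense response was carried by 5 genes of subset III, *Camp*, *Cd74*, *Lsp1*, *Tlr1* and *Tlr3* (1.45 by chance, adjusted p = 0.0512). The term fatty acid biosynthetic process was represented there by 5 genes, *Fads1*, *Fads2*, *Hpgds*, *Scd2* and *Tbxas1* (0.971 by chance, adjusted p = 0.0113). Subset IV held 12 genes of oxidation reduction (4.05 by chance, adjusted p = 0.00396) and 20 of the mitochondrion, *Aldoc*, *Etnppl* and *Keg1* among them (9.08 by chance, adjusted p = 0.00396). Several terms also passed in other subsets: metal ion binding in I (54 genes, 31.3 by chance, adjusted p = 0.000520), oxidation reduction in I (20, 6.86 by chance, adjusted p = 0.000300), endoplasmic reticulum in III (24, 13.3 by chance, adjusted p = 0.0241) and in IV (16, 5.44 by chance, adjusted p = 0.000835), and microsome in IV (7, 1.84 by chance, adjusted p = 0.0111). The terms came from the annotation of the array, where the paper used DAVID, and this test was chosen after the data had been seen. Fisher's exact test takes genes as independent. The microsome genes of subset I include *Cyp2b*, *Cyp2c* and *Cyp4a* genes that share sequence, and no test that allows for correlation was run on the terms, so these p values can be too small. The names arachidonic acid metabolic process and fatty acid biosynthetic process are not those of Table 1. *Cyp4a14* and the nucleolar genes were named here after their values were seen.

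With 1 array left out in turn, the microsome genes of subset I became 10, 11 and 9 and those of the endoplasmic reticulum 13, 13 and 11 without male CTL replicate 1, female CTL replicate 1 and female CTL replicate 3. In subset II, metal ion binding became 15, 18, 18 and 14 without male CTL replicate 2 and female CTL replicates 1, 2 and 3, and the nucleolus 1, 1, 0, 2, 2 and 2 without male CTL replicates 2 and 3, female CTL replicates 1 and 3 and female *Pparg*Δ/Δ replicates 2 and 3. Immune response became 5, 3, 9 and 7 without male *Pparg*Δ/Δ replicates 1 and 2 and female *Pparg*Δ/Δ replicates 2 and 3, and defense response 1, 2 and 3 without male *Pparg*Δ/Δ replicates 1 and 2 and female *Pparg*Δ/Δ replicate 3. Cell surface became 6, 2, 4, 6, 7, 7, 5 and 4 without male CTL replicate 2, male *Pparg*Δ/Δ replicates 1 and 2, female CTL replicates 1, 2 and 3 and female *Pparg*Δ/Δ replicates 2 and 3, and fatty acid biosynthetic process 0, 3, 3 and 3 without male *Pparg*Δ/Δ replicate 1, female CTL replicate 1 and female *Pparg*Δ/Δ replicates 2 and 3. In subset IV, oxidation reduction became 2, 5 and 6 without male *Pparg*Δ/Δ replicate 1 and female *Pparg*Δ/Δ replicates 2 and 3, and the mitochondrion 7, 10, 11, 5 and 6 without male *Pparg*Δ/Δ replicates 1 and 2, female CTL replicate 1 and female *Pparg*Δ/Δ replicates 2 and 3.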

Further analyses also take into account the specific genes that GO groups in these categories, as listed in Supplementary Table S2.

### 2.3. Perturbation of the Physiological Sex-Biased Gene Expression by NAFLD

Subsets I and II include genes that are physiologically gender-biased in WT but lose their sex dimorphism in *Pparg*^Δ/Δ^ mice. In particular, *subset I corresponds* to female-biased genes in WT but not in *Pparg*^Δ/Δ^ mice. In this group, we found *Cux2*, which is a highly female-specific liver transcription factor, involved in male-biased gene repression and female-biased gene induction [17]. 

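*Cux2* (chromosome 5 of NCBIM37, 122310225 to 122499860) had a signal of 9.20 ± 0.38 (SD, n = 3) in CTL females, 7.18 ± 0.13 (SD, n = 3) in CTL males, 7.95 ± 0.25 (SD, n = 3) in *Pparg*Δ/Δ females and 7.11 ± 0.07 (SD, n = 2) in *Pparg*Δ/Δ males. Females exceeded males by 2.02 (SE 0.177, adjusted p = 0.000146) in CTL livers and by 0.84 (SE 0.198, adjusted p = 0.0484) in *Pparg*Δ/Δ livers. Between genotypes, *Cux2* fell by 1.25 (SE 0.177, adjusted p = 0.00557) in females, while the difference in males was -0.07 (SE 0.198, adjusted p = 0.906). The interaction, -1.18 (SE 0.265, adjusted p = 0.222), did not pass the test. The female excess in *Pparg*Δ/Δ livers did not pass without male CTL replicates 1, 2 or 3, male *Pparg*Δ/Δ replicates 1 or 2, female CTL replicate 1 or female *Pparg*Δ/Δ replicates 1 or 2 (adjusted p 0.0598 to 0.161). The excess in CTL livers and the lower signal of *Pparg*Δ/Δ females passed whichever array was left out.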

*Cux2* expression was reduced by more than 65% in *Pparg*^Δ/Δ^ females compared to control females at 20 weeks (Figure 3B). In addition, there is a major representation of genes involved in drug metabolism such as the cytochrome P450 family including *Cyp4a10*, the flavin-containing monooxygenases (*Fmo1*, *2*, *3* and *4*) and the glutathione S transferase. 

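*Cyp4a10*, a fatty acid hydroxylase of the P450 family (chromosome 4 of NCBIM37, 115190892 to 115206254), was at 11.99 ± 0.67 in CTL females and 10.18 ± 0.67 in CTL males (SD, n = 3 each), a female excess of 1.81 (SE 0.358, adjusted p = 0.0249). The *Pparg*Δ/Δ values were 11.98 ± 0.30 in females and 12.21 ± 0.29 in males, with a difference of -0.22 (SE 0.401, adjusted p = 0.858). *Cyp4a10* shares sequence with other *Cyp4a* genes, so its values are uncertain. Its signal rose by 2.02 (SE 0.401, adjusted p = 0.0284) in *Pparg*Δ/Δ over CTL males, and the interaction was -2.03 (SE 0.537, adjusted p = 0.328). Among the flavin-containing monooxygenases, the female excess of *Fmo1* was 0.61 in CTL and 0.17 in *Pparg*Δ/Δ livers (adjusted p = 0.0324 and 0.636, interaction adjusted p = 0.661). For *Fmo2* it was 2.51 and 1.13 (adjusted p = 0.000382 and 0.0566, interaction adjusted p = 0.343). For *Fmo4* it was 1.16 and 1.12 (adjusted p = 0.0292 and 0.0508, interaction adjusted p = 0.993). *Gstt2*, which encodes a glutathione S transferase (chromosome 10, 75294595 to 75297179), had a female excess of 1.15 (SE 0.165, adjusted p = 0.00515) in CTL and 0.45 (SE 0.185, adjusted p = 0.251) in *Pparg*Δ/Δ livers. It fell by 1.28 (SE 0.165, adjusted p = 0.00303) in *Pparg*Δ/Δ females, and its interaction was -0.70 (SE 0.248, adjusted p = 0.521).

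Of 31 genes listed as female-biased in liver, 26 were female-biased in CTL livers and none male-biased (29 adjusted over the list alone), with a median difference of 2.02. The *Pparg*Δ/Δ livers had 13 female-biased members (21 adjusted over the list alone), with a median of 0.86, and 13 members of the list lay in subset I. These are 50% of the 26, whereas 237 of the 308 other genes female-biased in CTL livers (76.9%) lay in subset I (adjusted p = 0.00429, Fisher's exact test, two-sided, chosen after the data had been seen). The list median of 2.02 in CTL livers compares with 0.63 over subset I, and a large difference stays past a threshold more easily. The test did not match for size, so it does not show that the list kept its bias better. Of 52 further genes of drug metabolism, 7 were female-biased and 1 male-biased in CTL livers (12 and 6 adjusted over the list alone), and 3 and 2 in *Pparg*Δ/Δ livers, *Cyp2c70*, *Nr1i3* and *Sult1c2* against *Cyp2c50* and *Cyp2c54* (4 and 4). Subset I held 6 of these 52, *Cyp2c37*, *Cyp2c38*, *Cyp2c39*, *Gstt2*, *Gstt3* and *Por* (0.589 by chance among all genes, adjusted p = 0.000399, Fisher's exact test). Subset I is itself defined by female bias in CTL livers, so this comparison does not show that genes of drug metabolism lost their bias more than others. The first list includes *Cux2*, *Acot3*, *Cyp4a10*, *Fmo1*, *Fmo2* and *Fmo4*, which the study chose on these samples and which are not independent evidence. The excess in CTL livers did not pass for *Cyp4a10* without male CTL replicates 1 or 3 or female CTL replicates 1 or 3 (adjusted p 0.0612 to 0.0790), for *Fmo1* without male CTL replicates 1 or 3, male *Pparg*Δ/Δ replicate 1, female CTL replicates 1 or 3 or female *Pparg*Δ/Δ replicate 2 (adjusted p 0.0509 to 0.100) and for *Fmo4* without male *Pparg*Δ/Δ replicate 1, female CTL replicates 1 or 3 or female *Pparg*Δ/Δ replicate 3 (adjusted p 0.0516 to 0.0890). The higher *Cyp4a10* of *Pparg*Δ/Δ males did not pass without male CTL replicates 1 or 3, male *Pparg*Δ/Δ replicates 1 or 2 or female CTL replicate 1 (adjusted p 0.0532 to 0.143). The excess in *Pparg*Δ/Δ livers did pass for *Fmo2* without male *Pparg*Δ/Δ replicate 2 or female CTL replicate 2 (adjusted p 0.0432 to 0.0495) and for *Fmo4* without male CTL replicates 1 or 3 (adjusted p 0.00244 to 0.0383). The list count of 13 in *Pparg*Δ/Δ livers became 8 without male *Pparg*Δ/Δ replicate 1, and the 3 genes of drug metabolism became 1 without female CTL replicate 1 or female *Pparg*Δ/Δ replicate 2.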

The same genes are also found under the GO terms arachidonic acid and linoleic acid metabolism. This strong sex dimorphism in drug metabolism-related genes in the healthy liver is known (reviewed by DJ Waxman and MG Holloway [9]), while its disruption in *Pparg*^Δ/Δ^ mice raises questions about possible alteration of the normal drug metabolism.

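Of 34 genes listed as male-biased in liver, 22 were male-biased in CTL livers at 20 weeks and none female-biased (29 and 0 adjusted over the list alone), with a median difference of -1.23. The *Pparg*Δ/Δ livers had 17 male-biased members (25 adjusted over the list alone), with a median of -0.73. *Bcl6*, a transcriptional repressor (chromosome 16 of NCBIM37, 23965138 to 23988719), was at 9.90 ± 0.61 in CTL males and 7.26 ± 0.31 in CTL females (SD, n = 3 each), a difference of -2.64 (SE 0.404, adjusted p = 0.00738). Its difference in *Pparg*Δ/Δ livers was -1.16 (SE 0.452, adjusted p = 0.220), with an interaction of 1.48 (SE 0.606, adjusted p = 0.618). *Cyp7b1*, which encodes an oxysterol hydroxylase (chromosome 3, 17971950 to 18143329), fell by 1.86 (SE 0.176, adjusted p = 0.000485) in *Pparg*Δ/Δ males yet stayed male-biased, with differences of -2.49 in CTL and -1.50 (SE 0.176, adjusted p = 0.00135) in *Pparg*Δ/Δ livers. *Cyp4a12a*, another P450 gene (chromosome 4, 114971651 to 115005420), kept differences of -7.81 (SE 0.281, adjusted p = 5.80e-08) and -6.41 (SE 0.314, adjusted p = 7.46e-07). *Bcl6* was 1 of 8 members of the list in subset II, which are 36.4% of the 22, whereas 173 of the 234 other genes male-biased in CTL livers (73.9%) lay there (adjusted p = 0.00164, Fisher's exact test, two-sided, chosen after the data had been seen). With a list median of -1.23 in CTL livers, against -0.56 over subset II, the test again did not match for size. It does not show that the list kept its bias better. The list includes *Hsd3b2*, *Hsd3b4* and *Hsd3b5*, which the study chose on these samples, and *Cyp4a*, *Mup* and *Ugt* genes that share sequence with others and are uncertain.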

*Subset II corresponds* to male-biased genes in CTL but not in *Pparg*^Δ/Δ^ mice. 

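*Hsd3b5* (chromosome 3 of NCBIM37, 98422557 to 98501719) had a signal of 12.57 ± 0.16 (SD, n = 3) in CTL males and 5.90 ± 0.28 (SD, n = 3) in CTL females, a difference of -6.67 (SE 0.192, adjusted p = 1.14e-08). The signal of *Pparg*Δ/Δ males was 6.12 ± 0.19 (SD, n = 2), where the difference from CTL males was -6.45 (SE 0.214, adjusted p = 2.89e-07), and that of *Pparg*Δ/Δ females was 5.11 ± 0.39 (SD, n = 3). The sex difference in *Pparg*Δ/Δ livers was -1.02 (SE 0.214, adjusted p = 0.0324), and the interaction was 5.65 (SE 0.288, adjusted p = 1.43e-05). That remaining difference lay between signals near or under a log2 value of 6, below which clusters counted as dim. The signal of *Pparg*Δ/Δ males was near that of CTL females. *Hsd3b2* (chromosome 3, 98513178 to 98691930) differed between the sexes by -1.60 (SE 0.134, adjusted p = 0.000105) in CTL and -0.65 (SE 0.150, adjusted p = 0.0451) in *Pparg*Δ/Δ livers, and it fell by 1.29 (SE 0.150, adjusted p = 0.00174) in *Pparg*Δ/Δ males. *Hsd3b4* (chromosome 3, 98302994 to 98314417) differed by -0.90 (SE 0.159, adjusted p = 0.0149) and -0.22 (SE 0.178, adjusted p = 0.606), and it fell by 0.97 (SE 0.178, adjusted p = 0.0204) in *Pparg*Δ/Δ males. Their interactions were 0.94 (SE 0.202, adjusted p = 0.202) and 0.68 (SE 0.239, adjusted p = 0.521). Genes of this family share sequence, so the value of each single member is uncertain. The male excess of *Hsd3b5* in *Pparg*Δ/Δ livers did not pass without male CTL replicate 2, male *Pparg*Δ/Δ replicates 1 or 2, female CTL replicate 3 or female *Pparg*Δ/Δ replicates 1 or 3 (adjusted p 0.0500 to 0.140), and that of *Hsd3b2* did not pass without male CTL replicates 2 or 3, male *Pparg*Δ/Δ replicates 1 or 2, female CTL replicates 1 or 3 or female *Pparg*Δ/Δ replicates 2 or 3 (adjusted p 0.0600 to 0.208). For *Hsd3b4*, the male excess in CTL livers did not pass without female CTL replicate 1 (adjusted p = 0.0542), and the drop in males did not pass without male CTL replicate 3 or male *Pparg*Δ/Δ replicates 1 or 2 (adjusted p 0.0506 to 0.0985).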

One major observation within this subset concerns the steroid dehydrogenase activity that includes genes of the *Hsd3b* family (*Hsd3b2*, *Hsd3b4*, *Hsd3b5*). These genes are important for the biosynthesis of active steroid hormones. In particular, *Hsd3b5* is highly expressed in the liver in a male-specific manner [18] and is dramatically downregulated in *Pparg*^Δ/Δ^ males, reaching the very low levels observed in females (Figure 3B).

Interestingly, the sex-biased expression profile of a panel of these sex-biased genes, including *Cux2*, *Acot3*, *Fmo3* and *Hsd3b5*, was similarly dampened in the two other models of NAFLD previously used in this study, namely the *ob/ob* and *PpargF*^Δ/Δ^ mice (Figure 3C,D). These results seem against a possible involvement of these gene sets in the development of the sex-dimorphic lipid accumulation observed in *Pparg*^Δ/Δ^ mice, while they suggest that NAFLD, rather than PPARγ, has an impact on the physiological hepatic gender dimorphism of gene expression. Given the involvement of these genes in drug metabolism, our observations raise questions about the possible consequences of NAFLD on pharmacological responses, which would deserve further studies.

### 2.4. Modulation of Pathways Involved in Lipid Droplet Formation, Storage and Secretion in Pparg^Δ/Δ^ Mice

The two remaining subsets highlighted by microarray analysis (III and IV) include genes that are not physiologically sex-biased but acquired a sex-dimorphic gene expression in *Pparg*^Δ/Δ^ mice.

*Subset III corresponds* to female-biased genes in *Pparg*^Δ/Δ^ but not in CTL mice. Three main domains, immune response, cell activation and lipid metabolism, are associated with this subset, which is principally composed of genes involved in immune responses and cell activation and genes involved in mono- and polyunsaturated fatty acids (*Scd2, Fads1* and *Fads2*), as well as including genes involved in arachidonic acid metabolism (*Tbxas1* and *Hgpds*). This subset is likely to play an important role in the sex dimorphism of the fatty liver in *Pparg*^Δ/Δ^ mice.

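The stearoyl-CoA desaturase gene *Scd2* (chromosome 19 of NCBIM37, 44368578 to 44381354) had a signal of 9.15 ± 0.27 (SD, n = 3) in *Pparg*Δ/Δ females and 7.94 ± 0.29 (SD, n = 2) in *Pparg*Δ/Δ males, a female excess (SE 0.203, adjusted p = 0.0127) that was 0.19 (SE 0.182, adjusted p = 0.679) in CTL livers. The desaturase genes *Fads1* (chromosome 19, 10257411 to 10271364) and *Fads2* (chromosome 19, 10137270 to 10257902) had female excesses of 0.47 (SE 0.0863, adjusted p = 0.0178) and 0.39 (SE 0.0816, adjusted p = 0.0314) in *Pparg*Δ/Δ livers, and of 0.11 and 0.04 in CTL livers. *Fads2* rose by 0.43 (SE 0.0730, adjusted p = 0.0147) from CTL to *Pparg*Δ/Δ females. *Tbxas1*, the thromboxane synthase gene (chromosome 6, 38868985 to 39034586), was at 7.94 ± 0.34 in *Pparg*Δ/Δ females and 6.90 ± 0.10 in *Pparg*Δ/Δ males, an excess of 1.04 (SE 0.218, adjusted p = 0.0314). *Hpgds*, a prostaglandin D synthase gene (chromosome 6, 65069358 to 65094902), had an excess of 0.87 (SE 0.160, adjusted p = 0.0178) in *Pparg*Δ/Δ livers and rose by 0.92 (SE 0.143, adjusted p = 0.00906) from CTL to *Pparg*Δ/Δ females. The interactions did not pass, with adjusted p values of 0.343 for *Scd2*, 0.466 for *Fads1*, 0.448 for *Fads2*, 0.536 for *Tbxas1* and 0.591 for *Hpgds*.

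Of 8 genes listed for polyunsaturated fatty acid synthesis, 3 were female-biased in *Pparg*Δ/Δ livers, *Fads1*, *Fads2* and *Scd2* (5 adjusted over the list alone) with a median of 0.36, and none differed between the sexes in CTL livers by limma's test (0 adjusted over the list alone). *Scd2*, as a stearoyl-CoA desaturase gene, belongs to the synthesis of monounsaturated fatty acids. Of 21 eicosanoid genes, 2 were female-biased and 1 male-biased in *Pparg*Δ/Δ livers (6 and 2 adjusted over the list alone), with a median of 0.24. Both lists hold genes that the study chose on these samples. Without male *Pparg*Δ/Δ replicate 1, the excess in *Pparg*Δ/Δ livers did not pass for *Scd2* (adjusted p = 0.0941), *Fads1* (adjusted p = 0.127) and *Hpgds* (adjusted p = 0.107), and 0 of the 8 genes passed. That of *Fads2* did not pass without male *Pparg*Δ/Δ replicates 1 or 2, female CTL replicates 1, 2 or 3 or female *Pparg*Δ/Δ replicates 1, 2 or 3 (adjusted p 0.0533 to 0.172), and that of *Tbxas1* without male CTL replicate 2, male *Pparg*Δ/Δ replicates 1 or 2, female CTL replicate 1 or female *Pparg*Δ/Δ replicates 2 or 3 (adjusted p 0.0512 to 0.151). The higher *Fads2* of *Pparg*Δ/Δ females did not pass without female CTL replicate 2 (adjusted p = 0.0511), whereas the genotype difference of *Scd2* in females, 0.78 (SE 0.182, adjusted p = 0.0566), passed without male CTL replicates 2 or 3 or female *Pparg*Δ/Δ replicate 1 (adjusted p 0.0411 to 0.0491).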

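*Keg1*, which encodes an acyltransferase of liver and kidney (chromosome 19 of NCBIM37, 12770283 to 12794392), had a signal of 11.77 ± 0.33 (SD, n = 2) in *Pparg*Δ/Δ males and 10.17 ± 0.39 (SD, n = 3) in *Pparg*Δ/Δ females, a difference of -1.60 (SE 0.204, adjusted p = 0.00239) that was -0.53 (SE 0.183, adjusted p = 0.166) in CTL livers. It fell by 1.33 (SE 0.183, adjusted p = 0.00451) from CTL to *Pparg*Δ/Δ females, and its interaction was -1.07 (SE 0.274, adjusted p = 0.294). *Syvn1*, a ubiquitin ligase gene of the endoplasmic reticulum (chromosome 19, 6046662 to 6053712), was at 12.21 ± 0.20 in *Pparg*Δ/Δ males and 10.60 ± 0.12 in *Pparg*Δ/Δ females, a difference of -1.60 (SE 0.228, adjusted p = 0.00497). Its difference in CTL livers was -0.84 (SE 0.204, adjusted p = 0.0552) and its interaction -0.77 (SE 0.306, adjusted p = 0.601). Of 22 genes of the response to endoplasmic reticulum stress, 6 were male-biased in *Pparg*Δ/Δ livers and none female-biased (14 and 1 adjusted over the list alone), with a median of -0.51. The 6 were *Atf4*, *Creld2*, *Ddit3*, *Hspa5*, *Hyou1* and *Syvn1*, all in subset IV, where 0.150 would fall by chance (adjusted p = 2.32e-07, Fisher's exact test). In CTL livers 1 of the 22 was male-biased (8 adjusted over the list alone), with a median of -0.31. The count of 6 became 3 without male CTL replicate 2 or female CTL replicate 3, 2 without female CTL replicates 1 and 2 or female *Pparg*Δ/Δ replicates 2 and 3, left out in turn, and 1 without male *Pparg*Δ/Δ replicate 1 or 2. Camera's test of this list in *Pparg*Δ/Δ livers gave adjusted p = 7.17e-09 (adjusted p = 0.144 with an estimated correlation).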

*Subset IV corresponds* to male-biased genes in *Pparg*^Δ/Δ^ but not in CTL mice. 

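*Jmy* (chromosome 13 of NCBIM37, 94204157 to 94269692) had a signal of 8.52 ± 0.02 (SD, n = 2) in *Pparg*Δ/Δ males and 7.72 ± 0.19 (SD, n = 3) in *Pparg*Δ/Δ females, a difference of -0.79 (SE 0.125, adjusted p = 0.00870), compared with -0.18 (SE 0.112, adjusted p = 0.473) in CTL livers. *Aen* (chromosome 7, 86040813 to 86053719) was at 8.22 ± 0.01 in *Pparg*Δ/Δ males and 7.70 ± 0.10 in *Pparg*Δ/Δ females, a difference of -0.53 (SE 0.107, adjusted p = 0.0271), compared with -0.19 (SE 0.0956, adjusted p = 0.365) in CTL livers. *Mdm2*, a p53 target that encodes its ubiquitin ligase (chromosome 10, 117125944 to 117147772), was at 10.06 ± 0.07 and 9.28 ± 0.12, a difference of -0.77 (SE 0.117, adjusted p = 0.00708). From CTL to *Pparg*Δ/Δ males, *Mdm2* rose by 0.86 (SE 0.117, adjusted p = 0.00452) and *Aen* by 0.48 (SE 0.107, adjusted p = 0.0465), while *Jmy* differed by 0.47 (SE 0.125, adjusted p = 0.0892). The interactions of *Jmy*, *Aen* and *Mdm2* did not pass, with adjusted p values of 0.355, 0.647 and 0.193. Of 30 genes of the p53 pathway, most but not all of them p53 targets, 7 were male-biased and 1 female-biased in *Pparg*Δ/Δ livers (12 and 1 adjusted over the list alone). In males 7 of the 30 rose from CTL to *Pparg*Δ/Δ livers (17 adjusted over the list alone), with a median of 0.43. Subset IV held 6 of 30, *Aen*, *Ccng1*, *Eda2r*, *Gdf15*, *Jmy* and *Mdm2* (0.204 by chance, adjusted p = 1.01e-06, Fisher's exact test). The list contains *Aen* and *Jmy*, chosen by the study on these samples. Camera's test of the list in males gave adjusted p = 9.40e-11 (adjusted p = 0.0607 with an estimated correlation).

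The male bias of *Jmy* and *Mdm2* in *Pparg*Δ/Δ livers passed whichever array was left out. That of *Aen* did not pass without male *Pparg*Δ/Δ replicates 1 or 2 or female *Pparg*Δ/Δ replicates 1 or 3 (adjusted p 0.0532 to 0.116), and its rise in males did not pass without male CTL replicates 1 or 2, male *Pparg*Δ/Δ replicates 1 or 2, female CTL replicates 1 or 3 or female *Pparg*Δ/Δ replicates 1, 2 or 3 (adjusted p 0.0577 to 0.155). The 7 male-biased genes of the p53 list became 3 without male *Pparg*Δ/Δ replicate 1 and 4 without male *Pparg*Δ/Δ replicate 2 or female *Pparg*Δ/Δ replicate 3. The 7 that rose in males became 3 without male CTL replicate 1 and 4 without male CTL replicate 2, male *Pparg*Δ/Δ replicates 1 and 2, female CTL replicates 1 and 3 or female *Pparg*Δ/Δ replicates 2 and 3, left out in turn.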

The GO categories in this subset regroup cellular damages at the level of membranes, but also at the DNA level, converging towards the P53 pathway, as represented by *Aen* (apoptosis-enhancing nuclease) and *Jmy* (junction-mediating and regulatory protein) genes. This subset also includes genes involved in oxidation and mitochondrial functions (Supplementary Table S2).

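*Etnppl*, which encodes a mitochondrial enzyme that degrades phosphoethanolamine (chromosome 3 of NCBIM37, 130320493 to 130338668), had a signal of 11.66 ± 0.30 (SD, n = 2) in *Pparg*Δ/Δ males and 10.25 ± 0.34 (SD, n = 3) in *Pparg*Δ/Δ females, a difference of -1.41 (SE 0.203, adjusted p = 0.00515). In CTL livers its difference was 0.09 (SE 0.182, adjusted p = 0.886), and the interaction was -1.50 (SE 0.272, adjusted p = 0.129). *Acmsd*, an enzyme gene of tryptophan breakdown (chromosome 1, 129625990 to 129664141), was at 10.42 ± 0.36 in *Pparg*Δ/Δ males and 8.84 ± 0.38 in *Pparg*Δ/Δ females, a difference of -1.58 (SE 0.261, adjusted p = 0.0112) that did not pass without male *Pparg*Δ/Δ replicate 1 (adjusted p = 0.0844). The P450 gene *Cyp2c54* (chromosome 19, 40112431 to 40148301) differed by -1.68 (SE 0.360, adjusted p = 0.0340) in *Pparg*Δ/Δ livers and fell by 1.81 (SE 0.322, adjusted p = 0.0177) from CTL to *Pparg*Δ/Δ females. Its sex difference did not pass without male CTL replicate 2, male *Pparg*Δ/Δ replicates 1 or 2, female CTL replicates 1, 2 or 3 or female *Pparg*Δ/Δ replicates 2 or 3 (adjusted p 0.0523 to 0.184), and its fall in females did not pass without female CTL replicates 1 or 3 or female *Pparg*Δ/Δ replicate 2 (adjusted p 0.0590 to 0.0635). Among CTL livers *Acmsd* and *Cyp2c54* differed by -0.64 and 0.09 (adjusted p = 0.191 and 0.936), with interactions at adjusted p values of 0.570 and 0.349. *Cyp2c54* shares sequence with other *Cyp2* genes, and its value is uncertain.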

Given the higher steatosis development in *Pparg*^Δ/Δ^ female mice, we further explored the genes and/or pathways particularly highlighted in subset III. 

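*Crat*, the carnitine acetyltransferase gene (chromosome 2 of NCBIM37, 30255996 to 30271268), rose by 0.75 (SE 0.108, adjusted p = 0.00622) in *Pparg*Δ/Δ females, from 10.09 ± 0.07 (SD, n = 3) to 10.84 ± 0.09 (SD, n = 3), and differed by 0.52 (SE 0.121, adjusted p = 0.0583) in males, with an interaction of 0.23 (SE 0.162, adjusted p = 0.850). *Gpam*, an acyltransferase gene of triglyceride synthesis (chromosome 19, 55142126 to 55201706), rose by 0.68 (SE 0.151, adjusted p = 0.0476) in *Pparg*Δ/Δ females, from 11.65 ± 0.23 to 12.33 ± 0.20. In males *Gpam* differed by -0.25 (SE 0.169, adjusted p = 0.523), and its interaction was 0.93 (SE 0.227, adjusted p = 0.266). *G6pdx*, the first gene of the pentose phosphate pathway (chromosome X, 71654825 to 71674500), was at 9.46 ± 0.19 in *Pparg*Δ/Δ females and 8.39 ± 0.06 in *Pparg*Δ/Δ males, a female excess of 1.07 (SE 0.230, adjusted p = 0.0340). Its interaction was 0.86 (SE 0.308, adjusted p = 0.536). *Plin2*, which coats lipid droplets (chromosome 4, 86302469 to 86315963), was at 11.50 ± 0.18 in CTL and 12.18 ± 0.26 in *Pparg*Δ/Δ females, a difference of 0.67 (SE 0.165, adjusted p = 0.0684), and its sex difference in *Pparg*Δ/Δ livers was 0.04 (SE 0.184, adjusted p = 0.949). *G0s2*, an inhibitor of lipolysis (chromosome 1, 195097918 to 195099303), had a sex difference of 0.60 (SE 0.163, adjusted p = 0.0810) in *Pparg*Δ/Δ livers and a genotype difference of 0.43 (SE 0.145, adjusted p = 0.178) in females. For *Scd1*, *Acacb* and *Elovl5* the sex differences in *Pparg*Δ/Δ livers were 0.40, 1.06 and 0.22 (adjusted p = 0.143, 0.151 and 0.525). Their genotype differences in females were 0.16, 0.29 and 0.31 (adjusted p = 0.569, 0.718 and 0.310).

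The rise of *Crat* in females passed whichever array was left out, and its difference in males passed without male CTL replicate 2 (adjusted p = 0.0241). The rise of *Gpam* in females did not pass without male CTL replicates 1, 2 or 3, male *Pparg*Δ/Δ replicates 1 or 2, female CTL replicates 1 or 3 or female *Pparg*Δ/Δ replicates 1 or 3 (adjusted p 0.0525 to 0.149). The female excess of *G6pdx* did not pass without male CTL replicate 3, male *Pparg*Δ/Δ replicates 1 or 2, female CTL replicate 1 or female *Pparg*Δ/Δ replicates 2 or 3 (adjusted p 0.0503 to 0.149), and its genotype difference in females, 0.64 (SE 0.205, adjusted p = 0.156), passed without female CTL replicate 2 (adjusted p = 0.0493). The sex difference of *G0s2* in *Pparg*Δ/Δ livers passed without male CTL replicate 3 (adjusted p = 0.0217) and that of *Scd1* without male *Pparg*Δ/Δ replicate 2 (adjusted p = 0.0212).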

More particularly, the expression of genes involved in de novo lipogenesis and in lipid droplet formation, such as *G0s2, Plin2, Gpam, Scd1, Crat, G6pdx, Acacb* and *Elovl5*, were all upregulated only in *Pparg*^Δ/Δ^ females and/or became female-biased in *Pparg*^Δ/Δ^ mice at 20 weeks. This increased expression was validated by qRT-PCR, as shown in Figure 4A. In contrast, aldolase C fructose-bisphosphate (*Aldoc*) was only downregulated in *Pparg*^Δ/Δ^ females. This could favor the use of glycogen and/or glucose to feed the pentose phosphate pathway. 

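*Aldoc*, the gene of aldolase C (chromosome 11 of NCBIM37, 78137700 to 78140547), had a signal of 9.41 ± 0.05 (SD, n = 3) in CTL females and 8.57 ± 0.15 (SD, n = 3) in *Pparg*Δ/Δ females, a fall by 0.84 (SE 0.0892, adjusted p = 0.000972). In males it was 9.27 ± 0.09 (SD, n = 3) in CTL and 9.50 ± 0.07 (SD, n = 2) in *Pparg*Δ/Δ mice, a difference of 0.24 (SE 0.0997, adjusted p = 0.291). Every *Pparg*Δ/Δ female lay below every mouse of the other groups. The sex difference in *Pparg*Δ/Δ livers was -0.93 (SE 0.0997, adjusted p = 0.000697), against 0.14 (SE 0.0892, adjusted p = 0.493) in CTL livers. The interaction was -1.07 (SE 0.134, adjusted p = 0.0142), and it did not pass without female CTL replicate 1 or 3 (adjusted p 0.0511 to 0.0548).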

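*Pnpla2*, the gene of adipose triglyceride lipase (chromosome 7 of NCBIM37, 148641105 to 148646642), had a signal of 10.33 ± 0.07 (SD, n = 3) in CTL females and 10.02 ± 0.07 (SD, n = 3) in CTL males, a difference of 0.32 (SE 0.0914, adjusted p = 0.0976). Values of 10.09 ± 0.16 (SD, n = 3) in *Pparg*Δ/Δ females and 10.03 ± 0.06 (SD, n = 2) in *Pparg*Δ/Δ males gave a difference of 0.06 (SE 0.102, adjusted p = 0.861). The interaction was -0.26 (SE 0.137, adjusted p = 0.732). Of 22 genes of lipid droplets, *Pnpla2*, *Plin2*, *G0s2* and *Hilpda* among them, 1 was female-biased in CTL livers, *Lipe*, the gene of hormone-sensitive lipase (chromosome 7, 26164546 to 26183525), with a difference of 0.61 (SE 0.107, adjusted p = 0.0145) that did not pass without female CTL replicate 1 (adjusted p = 0.0516). By limma's test 0 of the 22 differed between the sexes in *Pparg*Δ/Δ livers or between genotypes in either sex, and adjusted over the list alone 1 rose in *Pparg*Δ/Δ females. Camera's test of the 22 between genotypes gave adjusted p = 0.0397 in females and adjusted p = 0.0411 in males (adjusted p = 0.294 and 0.427 with an estimated correlation). The study names the 4 genes given first, so they are not independent evidence.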

The adipose triglyceride lipase ATGL (*pnpla2*), which is involved in intracellular degradation of TGs, showed female-biased expression in control mice, but not in *Pparg*^Δ/Δ^ mice. Finally, the hypoxia-inducible lipid droplet-associated gene (*Hilpda*), which inhibits hepatic triglyceride secretion [19], was upregulated only in *Pparg*^Δ/Δ^ females (Figure 4B). The profile of the two latter genes is contributing, at least in part, to the higher hepatic TG content in females compared to males.

Altogether, gene expression analysis showed that dysregulations of all aspects of lipid synthesis, storage and secretion concur in determining higher hepatic TG levels in *Pparg*^Δ/Δ^ females vs. males.

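*Cd36*, a fatty acid transporter gene (chromosome 5 of NCBIM37, 17287834 to 17355562), rose by 1.70 (SE 0.189, adjusted p = 0.00130) in *Pparg*Δ/Δ females, from 9.83 ± 0.30 to 11.52 ± 0.14 (SD, n = 3 each), and by 2.66 (SE 0.211, adjusted p = 0.000153) in *Pparg*Δ/Δ males. Its female excess was 1.09 (SE 0.189, adjusted p = 0.0138) in CTL and 0.13 (SE 0.211, adjusted p = 0.834) in *Pparg*Δ/Δ livers, with an interaction of -0.96 (SE 0.283, adjusted p = 0.408). *Mogat1*, a monoacylglycerol acyltransferase gene (chromosome 1, 78508466 to 78535016), rose by 2.67 (SE 0.325, adjusted p = 0.00216) in females and 2.11 (SE 0.363, adjusted p = 0.0150) in males. *Apoa4*, an apolipoprotein gene tied to triglyceride secretion (chromosome 9, 46048927 to 46051542), rose by 1.35 (SE 0.223, adjusted p = 0.0119) and 1.69 (SE 0.249, adjusted p = 0.00706). *Pnpla3*, a lipid droplet protein gene (chromosome 15, 83998258 to 84019944), was at 10.02 ± 0.51 in *Pparg*Δ/Δ females and 7.61 ± 0.28 in *Pparg*Δ/Δ males, an excess of 2.41 (SE 0.400, adjusted p = 0.0116) with an interaction of 1.89 (SE 0.536, adjusted p = 0.388). The rise of *Mogat1* in males did not pass without male *Pparg*Δ/Δ replicate 1 (adjusted p = 0.0994), that of *Apoa4* in females without female CTL replicates 1 or 3 (adjusted p 0.0501 to 0.0507), and the excess of *Pnpla3* without male *Pparg*Δ/Δ replicate 1 (adjusted p = 0.0761).

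Between genotypes, 288 genes rose and 214 fell in *Pparg*Δ/Δ females, and 224 rose and 157 fell in *Pparg*Δ/Δ males. Both sexes shared 60 of the genes that rose and 53 of those that fell, where independent lists would share 2.92 and 1.52. Of 22 genes of de novo lipogenesis, 4 were female-biased in *Pparg*Δ/Δ livers, *G6pdx*, *Pnpla3*, *Scd2* and *Srebf1* (8 adjusted over the list alone), and the 4 became 1 without male *Pparg*Δ/Δ replicate 1. Of the 22, 1 rose in *Pparg*Δ/Δ females, *Pgd* (5 adjusted over the list alone), *Srebf1* alone fell in *Pparg*Δ/Δ males (1 up and 1 down), and by limma 0 of the 22 differed between the sexes in CTL livers (0 adjusted over the list alone). Of 23 genes of triglyceride synthesis and secretion, 3 rose in *Pparg*Δ/Δ females, *Apoa4*, *Gpam* and *Mogat1* (5 adjusted over the list alone), and *Apoa4* and *Mogat1* in *Pparg*Δ/Δ males (3 up and 2 down adjusted over the list alone). The 3 became 1 without female CTL replicate 1 or 3. These lists and the next hold genes named by the study, among them *Acacb*, *Scd1*, *Scd2*, *Elovl5*, *G6pdx*, *Gpam*, *Crat*, *Ppara* and *Plin2*, so their counts are not independent evidence. Of 38 genes of fatty acid oxidation, 2 rose in *Pparg*Δ/Δ females, *Crat* and *Fgf21* (3 adjusted over the list alone), and 4 in *Pparg*Δ/Δ males, *Aldh3a2*, *Cyp4a31*, *Cyp4a32* and *Vnn1* (9 up and 2 down). The 4 became 1 without male CTL replicate 1 or male *Pparg*Δ/Δ replicate 1. Of 16 targets of PPARγ, 2 rose in *Pparg*Δ/Δ females, *Cd36* and *Mogat1* (5 adjusted over the list alone), and 4 in *Pparg*Δ/Δ males, with *Fabp4* and *Ucp2* added (5 up and 1 down). These 4 became 2 without male CTL replicate 1 or 2, male *Pparg*Δ/Δ replicate 1 or 2 or female *Pparg*Δ/Δ replicate 2. Of 24 genes of cholesterol synthesis, 1 fell in *Pparg*Δ/Δ females, *Msmo1* (12 adjusted over the list alone), with a median of -0.31, and its fall did not pass without male CTL replicate 3, female CTL replicates 1, 2 or 3 or female *Pparg*Δ/Δ replicates 2 or 3 (adjusted p 0.0570 to 0.137). The genotype counts became 238, 330, 244, 300 and 286 in females without female CTL replicates 1, 2 and 3 and female *Pparg*Δ/Δ replicates 2 and 3, and 235, 201 and 247 in males without male CTL replicate 1, male *Pparg*Δ/Δ replicate 1 and female CTL replicate 3, from totals of 502 and 381.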

### 2.5. Analyses of Lipids and Lipid Pathways Involved in Cell Signaling and Inflammation

Subset III of genes (sex-biased in female *Pparg*^Δ/Δ^ mice but not in female CTL mice) also highlighted genes involved in immune response and cell activation. 

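*Ngp*, which encodes a granule protein of neutrophils (chromosome 9 of NCBIM37, 110322344 to 110325516), had a signal of 5.61 ± 0.26 (SD, n = 3) in CTL females and 11.06 ± 0.26 (SD, n = 3) in *Pparg*Δ/Δ females, a rise by 5.45 (SE 0.377, adjusted p = 6.12e-05). In males it rose by 2.63 (SE 0.421, adjusted p = 0.0107), to 8.24 ± 1.30 (SD, n = 2), and the female excess in *Pparg*Δ/Δ livers was 2.82 (SE 0.421, adjusted p = 0.00656) with an interaction of 2.82 (SE 0.565, adjusted p = 0.160). *S100a9*, a calcium-binding protein gene of myeloid cells (chromosome 3, 90496554 to 90499613), rose by 2.60 (SE 0.186, adjusted p = 6.58e-05) in females and differed by 0.56 (SE 0.207, adjusted p = 0.224) in males. Its interaction was 2.04 (SE 0.278, adjusted p = 0.0255). *H2-Eb1*, a class II histocompatibility gene (chromosome 17, 34442812 to 34453619), was at 10.96 ± 0.51 in *Pparg*Δ/Δ females and 8.90 ± 0.15 in *Pparg*Δ/Δ males, an excess of 2.06 (SE 0.292, adjusted p = 0.00490), against 0.74 (SE 0.262, adjusted p = 0.174) in CTL livers. Its interaction was 1.32 (SE 0.392, adjusted p = 0.413). *Itgax*, an integrin gene of dendritic cells and macrophages (chromosome 7, 135273076 to 135294171), had an excess of 1.12 (SE 0.142, adjusted p = 0.00224) in *Pparg*Δ/Δ livers and rose by 0.97 (SE 0.127, adjusted p = 0.00321) in females, with an interaction of 1.01 (SE 0.190, adjusted p = 0.139).

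Of 20 marker genes of neutrophils and their precursors, 11 were female-biased in *Pparg*Δ/Δ livers (16 adjusted over the list alone) and 1 in CTL livers, all 11 in subset III, where 0.334 would fall by chance (adjusted p = 2.68e-13, Fisher's exact test). From CTL to *Pparg*Δ/Δ females 14 of the 20 rose (17 adjusted over the list alone), and 3 rose in *Pparg*Δ/Δ males (7 adjusted over the list alone). Of 17 markers of monocyte-derived macrophages, 6 were female-biased in *Pparg*Δ/Δ livers (13 adjusted over the list alone) and 7 rose in *Pparg*Δ/Δ females (13). Female-biased in *Pparg*Δ/Δ livers were also 7 of 21 of T and NK cells (11 adjusted over the list alone), 4 of 17 of B cells (9), 6 of 15 of dendritic cells (10), and 4 of 35 genes of inflammation (9). Camera's tests of these lists in *Pparg*Δ/Δ livers gave adjusted p values of 8.92e-18 for neutrophils (adjusted p = 0.0909 with an estimated correlation), 7.28e-13 for monocyte-derived macrophages (0.0937) and 1.36e-09 for dendritic cells (0.107). Of all lists and comparisons at 20 weeks, 103 tests passed with camera's preset correlation and 4 with an estimated one, those of the female-biased and male-biased liver genes in CTL and *Pparg*Δ/Δ livers.

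The interaction of *S100a9* did not pass without male CTL replicate 1 or 2, female CTL replicate 1, 2 or 3 or female *Pparg*Δ/Δ replicate 2 (adjusted p 0.0800 to 0.103). Without male *Pparg*Δ/Δ replicate 1, the counts in *Pparg*Δ/Δ livers became 7 for neutrophils, 3 for monocyte-derived macrophages, 2 for T and NK cells, 2 for B cells, 1 for dendritic cells and 2 for inflammation. Without male *Pparg*Δ/Δ replicate 2 they became 3, 2, 2, 3 and 1 for the same lists after neutrophils. The count of 6 for monocyte-derived macrophages also became 3 without female CTL replicate 1 or female *Pparg*Δ/Δ replicate 3, and that of 4 for inflammation became 7 without female *Pparg*Δ/Δ replicate 1. The 7 in *Pparg*Δ/Δ females became 4, 3 and 4 without female CTL replicates 2 and 3 and female *Pparg*Δ/Δ replicate 3. The 3 neutrophil markers in *Pparg*Δ/Δ males became 1 without male CTL replicate 2 or male *Pparg*Δ/Δ replicate 2 and 8 without male *Pparg*Δ/Δ replicate 1.

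**Figure D3:**
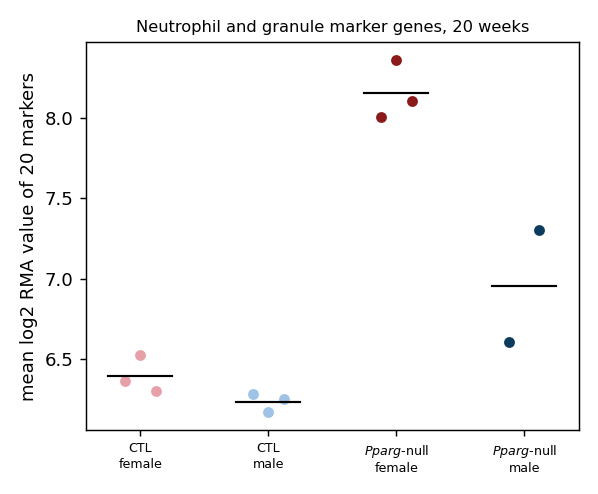
Mean log2 RMA signal of 20 marker genes of neutrophils and their precursors (vertical axis) in CTL and *Pparg*Δ/Δ females and males at 20 weeks, with 1 point per mouse and a bar at the group mean. The 3 *Pparg*Δ/Δ females lay between 8.01 and 8.36, above the CTL females at 6.30 to 6.53 and the *Pparg*Δ/Δ males at 6.61 and 7.31.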

Using the combination of lipidomics and transcriptomics, we thus further analyzed the lipids involved in cell signaling and inflammation. Ceramides, which are found in high concentrations in cell membranes, participate in a variety of cellular signaling pathways in differentiation, proliferation and cell death [20]. At 7 weeks, total ceramide content in the liver of control mice was significantly higher in males compared to females, a sex dimorphism that was attenuated in *Pparg*^Δ/Δ^ mice. The same pattern was seen at 20 weeks, in both control and *Pparg*^Δ/Δ^ mice, although the high variability precludes statistical differences for most species (Supplementary Figure S3A).

Among the FFA species, we more specifically analyzed omega-3 and omega-6 fatty acids because of their correlation with obesity and the progression to steatohepatitis [21]. At 20 weeks, the concentrations of omega-3 and omega-6 and the omega-6/omega-3 ratio were higher in *Pparg*^Δ/Δ^ males compared to *Pparg*^Δ/Δ^ females, suggesting that males could be more prone to progress to steatohepatitis (Supplementary Figure S3B).

Eicosanoids represent a third class of lipids with important roles in inflammation. As we indeed see in Figure 2C, the hepatic levels of two essential FFAs, linoleic acid (LA, 18:2n-6) and α-linolenic acid (ALA, 18:3n3), are lower in *Pparg*^Δ/Δ^ females compared to *Pparg*^Δ/Δ^ males. LA, the major vegetal dietary n-6 PUFA and precursor of arachidonic acid (AA), is considered as a proinflammatory compound, whereas ALA can be metabolized into anti-inflammatory molecules such as eicosapentaenoic acid (EPA, 20:5n3). We thus explored the expression of genes involved in LA and ALA metabolism. mRNA levels of delta-5-desaturase (*Fads1*), delta-6-desaturase (*Fads2*) and elongase-5 (*Elovl5*), which are involved in AA and EPA formation from LA and ALA, respectively, were upregulated only in *Pparg*^Δ/Δ^ females (Figure 5A). Accordingly, the ratios AA/LA and EPA/ALA, which reflect the total activity of these enzymes [22], were higher in *Pparg*^Δ/Δ^ females compared to *Pparg*^Δ/Δ^ males (Figure 5B). Nonetheless, EPA and AA, which are the final products of these enzymes, showed a lower hepatic content in *Pparg*^Δ/Δ^ females compared to *Pparg*^Δ/Δ^ males (Figure 5B). In parallel, we found that 5-lipoxygenase (*Alox5*), 5-lipoxygenase activating protein (*Alox5ap*) and leukotriene-A4-hydrolase (*Lta4h*), are upregulated in *Pparg*^Δ/Δ^ females (Figure 5C), suggesting a possible increased conversion of AA into eicosanoids, known to play an important role in the onset and progression of inflammation in the liver [23,24]. We thus measured the full set of eicosanoids and other FFA derivatives in the livers of control and *Pparg*^Δ/Δ^ mice at 20 weeks. There were no significant differences in the levels of AA derivatives taken individually, as observed for leukotriene B4 (LTB4) (Figure 5D). However, the sum of AA derivatives synthesized through the Cox pathway, including prostaglandins, was higher in *Pparg*^Δ/Δ^ females compared to control females. This was mainly due to the increased levels of the most abundant hepatic prostaglandin, PGF2a. In contrast, no differences in the Lox pathway were found comparing *Pparg*^Δ/Δ^ to control males (Supplementary Figure S3C).

Altogether, ceramides and the omega-6/omega-3 fatty acid ratio suggested that males may be more prone to steatohepatitis. However, females exhibited a higher activity of the Cox pathway. This might explain at least in part the lower AA level in the liver of *Pparg*^Δ/Δ^ females compared to *Pparg*^Δ/Δ^ males, via a higher transformation of AA into eicosanoid derivatives.

Given the importance of lipids and some derivatives in the modulation of the inflammatory response, we thus explored whether the observed changes influence the progression of *Pparg*^Δ/Δ^ hepatosteatosis to the more severe states. As shown in Supplementary Figure S4, plasmatic levels of aspartate (ASAT) and alanine aminotransferases (ALAT), both markers of liver damage, as well as the expression levels of proinflammatory genes, were increased, although modestly. *Elane* and osteopontin (*Spp1*), which are linked to neutrophil infiltration, were more particularly increased.

In humans, a major complication of nonalcoholic steatohepatitis (NASH), following NAFLD, is liver fibrosis. We thus challenged the mice with a profibrotic diet for 6 weeks. In control mice, the diet induced hepatosteatosis and collagen deposition in both sexes and an upregulation of fibrotic markers such as *Acta2, Col1a1, Mmp13* and *Timp1,* with no statistical differences between males and females (Supplementary Figure S5). In *Pparg*^Δ/Δ^ mice, collagen deposition and fibrotic markers were already increased under chow diet. The profibrotic diet triggered a further modest upregulation of fibrotic markers, but without sex dimorphism in collagen deposition. Thus, a profibrotic diet provoked further signs of moderate hepatic inflammation and fibrosis in both male and female *Pparg*^Δ/Δ^ mice, with no detectable sex dimorphism. The fibrotic phenotype induced by the profibrotic diet in *Pparg*^Δ/Δ^ mice was comparable to that obtained with the same diet in CTL mice.

### 2.6. Relationship between Hormonal Status and Sex Dimorphism of Hepatic Lipid Accumulation

Sex hormones are important regulators of hepatic lipid metabolism [25]. We thus explored the hormonal status of *Pparg*^Δ/Δ^ mice by looking at the plasmatic levels of the various steroid hormones. Intriguingly, testosterone and androstenedione are significantly reduced in *Pparg*^Δ/Δ^ male mice compared to control mice, while progesterone, deoxycorticosterone and corticosterone are increased (Figure 6A), indicating some perturbation of the sex-hormone homeostasis.

To determine the role of sex steroid hormones in *Pparg*^Δ/Δ^ sex dimorphism, gonadectomy was performed between the ages of 4 and 6 weeks, prior to sexual maturation, and the resulting phenotype was analyzed at 20 weeks. The effectiveness of both castration and ovariectomy was demonstrated by the profound decrease in testosterone, progesterone and androstenedione in males and by the lack of estrogen cycle in female mice (Supplementary Figure S6). Importantly, hepatic TG content at 20 weeks was no longer dimorphic in gonadectomized mice, due to an increase in the lipid load in males and a decrease in the lipid load in females (Figure 6B,C). This confirmed the role of sex hormones in liver lipid accumulation and suggests a potential cross-talk between sex hormones and PPARγ in the onset of the sex-dependent hepatic lipid accumulation observed in *Pparg*^Δ/Δ^.

## 3. Discussion

Our study highlights a progressive sex dimorphism of NAFLD in a new lipodystrophic mouse model. NAFLD development becomes sex-dimorphic at 20 weeks, with *Pparg*^Δ/Δ^ females showing high levels of hepatic lipid droplets and triglycerides while *Pparg*^Δ/Δ^ males present limited hepatosteatosis. Such sex-dimorphic phenotype is observed only in the presence of sex hormones in *Pparg*^Δ/Δ^ mice, suggesting a cross-regulation between PPARγ and sex hormones in liver lipid metabolism. Whereas the female-biased liver steatosis was not reproduced in other mouse models of NAFLD, severe deregulation in the liver of sex-biased genes occurs in all three hepatosteatosis models that were tested.

Limitations of this study mainly stand along the fact that the liver sex dimorphism we herein characterized seems specific to one mouse model. However, it still provides some means to address the complexity of this quite uncharted biological phenomenon, and it gives even more importance to the features shared by all three NAFLD mouse models we have tested.

Lipidomics data in mouse liver addressing the differences between males and females are still quite limited. A recent report showed a transient difference in the saturation index of fatty acids in the livers of wild-type C57BL/6 males and females [26]. In our study, control females show higher abundance of several medium-chain TG species compared to males, and these differences disappeared at 20 weeks. Most interestingly, this pattern is different in *Pparg*^Δ/Δ^ mice, with higher levels of long-chain TG species in males at 7 weeks, while, at 20 weeks, the higher hepatic TG content in *Pparg*^Δ/Δ^ females mainly relies on TGs with short-and/or highly saturated hydrocarbon-chains. Variations in chain length and saturation of hepatic TGs were also observed when comparing fasting and high-fat diet (HFD) conditions in C57BL/6 male mice [27], and such differences were associated with the different energy status of these conditions. Indeed, the high rate of mitochondrial β-oxidation upon fasting could explain the reduction in fasted livers of short fatty acids, which can be directly oxidized. Along this line, the profile of hepatic TG species in *Pparg*^Δ/Δ^ males is similar to that observed in fasted mice, whereas the TG pattern of *Pparg*^Δ/Δ^ females is closer to that of HFD-fed mice. However, hepatic gene expression of markers of β-oxidation upon fasting does not reveal sex dimorphism in *Pparg*^Δ/Δ^ (data not shown). Nevertheless, *Pparg*^Δ/Δ^ female mice seem more prone to store efficiently the hepatic lipid overload compared to males, as shown by the female-specific overexpression of genes involved in lipid storage.

Sex effects were reported also for the production of fatty acid derivatives, which are of particular interest because of their ability to modulate inflammation, but studies mainly focused on the kidney and on one or two eicosanoids [28,29]. However, a recent report comprehensively characterized oxylipins in male and female rat livers and found sex effects in the abundance of 40% of them, with most of them higher in males [30]. At 20 weeks, we found a similar sex-dependent trend in control mice and an increase in the sum of AA derivatives synthesized through the Cox pathway in *Pparg*^Δ/Δ^ females, whereas no alterations were found in *Pparg*^Δ/Δ^ males.

Sex steroid hormones influence hepatic lipid metabolism through the activation of sex hormone receptors [25]. The differences between males and females in the circulating levels of sex hormones were slightly dampened in *Pparg*^Δ/Δ^ mice. Sex-hormone activity has a direct effect on hepatic lipid accumulation. Estrogens decrease liver cholesterol and triglyceride concentrations only in females [31], while tamoxifen, a potent estrogen receptor antagonist, causes severe steatosis progressing towards NASH [32]. Along this line, male but not female mice with aromatase gene deletion develop hepatic steatosis that can be rescued by estrogen treatment [33]. On the one hand, these reports suggest that estrogen receptor signaling is negatively correlated with level of hepatosteatosis in both sexes. On the other hand, androgen receptor (AR) signaling seems protective against hepatosteatosis in a sex-dimorphic manner. Male but not female mice lacking AR in the liver develop hepatosteatosis and insulin resistance upon HFD [34]. Interestingly, in *Pparg*^Δ/Δ^ mice, the impairment of sex-hormone activity through gonadectomy does not worsen hepatosteatosis in females, while it increases hepatic lipid droplet accumulation in males and suppresses sex-related differences in hepatosteatosis. These observations suggest that the hepatic phenotype of *Pparg*^Δ/Δ^ mice depends on the sex-hormone activity and highlight a cross-regulation between PPARγ and sex hormones.

An important feature of the liver is the strong sex dimorphism affecting gene expression [10]. The growth hormone (GH) secretory patterns, highly pulsatile in males and more continuous in females, determine the hepatic sex-biased expression of a high number of genes [35]. Interestingly, patients with NAFLD have low GH production and/or hepatic GH resistance [36,37]. In mice, GH inhibits de novo lipogenesis through inhibition of glycolysis [38,39]. The signal transducer and activator of transcription 5b (STAT5b) is proposed to serve as a mediator of the sex-dependent effects that GH has on liver gene expression [40]. Many genes that were dysregulated in *Pparg*^Δ/Δ^ mice, including *Cux2*, *Acot3* and *Hsd3b5*, were identified as STAT5 targets in the liver [41]. 

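*Acot3*, which encodes a peroxisomal acyl-CoA thioesterase (chromosome 12 of NCBIM37, 85393094 to 85400517), had a signal of 10.02 ± 0.26 (SD, n = 3) in CTL females, with an excess over CTL males of 3.09 (SE 0.250, adjusted p = 7.60e-05). It stood at 9.09 ± 0.24 (SD, n = 3) in *Pparg*Δ/Δ females and 7.58 ± 0.73 (SD, n = 2) in *Pparg*Δ/Δ males, an excess of 1.51 (SE 0.280, adjusted p = 0.0186), and its interaction was -1.57 (SE 0.376, adjusted p = 0.250). *Cish*, an inhibitor of cytokine signalling that STAT5 induces (chromosome 9, 107187853 to 107205115), fell by 1.09 (SE 0.175, adjusted p = 0.0107) in *Pparg*Δ/Δ females and differed by -0.14 (SE 0.196, adjusted p = 0.788) in males. Its female excess was 2.06 (SE 0.175, adjusted p = 0.000113) in CTL and 1.12 (SE 0.196, adjusted p = 0.0148) in *Pparg*Δ/Δ livers, with an interaction of -0.95 (SE 0.263, adjusted p = 0.365). *Stat5b* itself (chromosome 11, 100642045 to 100712040) differed by -0.18 (SE 0.104, adjusted p = 0.466) between female genotypes and fell by 0.57 (SE 0.116, adjusted p = 0.0337) in *Pparg*Δ/Δ males. Of 15 genes of growth hormone and STAT5 signalling, 4 fell in *Pparg*Δ/Δ females, *Cish*, *Cux2* and *Igfals* among them (7 adjusted over the list alone), and 1 in *Pparg*Δ/Δ males (2), and camera's test gave adjusted p = 0.000360 in females (adjusted p = 0.205 with an estimated correlation). The other of the 4 is the cluster under the symbol *Socs2*, whose position on chromosome 12 makes its identity doubtful, and without it 3 of 14 fell in *Pparg*Δ/Δ females (6 adjusted over the list alone) and camera's test gave adjusted p = 0.00200 (adjusted p = 0.247 with an estimated correlation). The list holds *Cux2* and *Stat5b*, which the study names. The excess of *Acot3* in *Pparg*Δ/Δ livers did not pass without male *Pparg*Δ/Δ replicate 2 or female *Pparg*Δ/Δ replicate 3 (adjusted p 0.0558 to 0.0810), and that of *Cish* without male *Pparg*Δ/Δ replicate 2 (adjusted p = 0.0829). The genotype difference of *Acot3* in females, -0.93 (SE 0.250, adjusted p = 0.0947), passed without male *Pparg*Δ/Δ replicates 1 or 2 (adjusted p 0.0364 to 0.0387). The fall of *Stat5b* in males did not pass without male CTL replicates 1, 2 or 3, male *Pparg*Δ/Δ replicate 1, female CTL replicates 2 or 3 or female *Pparg*Δ/Δ replicates 2 or 3 (adjusted p 0.0503 to 0.198), and the 4 genes in females became 2 without female CTL replicate 1.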

Cux2 is particularly interesting as, as a female-specific transcription factor, it mediates the female-specific expression of a large subset of genes [17]. This complex interaction between sex hormones, GH signaling and liver steatosis may converge on *Cux2* contributing to the perturbation of sex-biased gene expression, such as that of *Fmo3* and *Acot3*, in all four mice models of NAFLD tested herein. However, we cannot exclude an additional direct effect of diabetes, which is a metabolic perturbation shared by the mice models we used. Along this line, Oshida et al. [42] reported that diabetes and obesity in mice inhibit STAT5b activity in male mice, a process the authors named “feminization”. In contrast, the fact that an important number of non-sex-dimorphic genes in CTL become sex-biased in *Pparg*^Δ/Δ^ mice remains difficult to interpret.

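*Cyp2c39*, a P450 gene of drug metabolism (chromosome 19 of NCBIM37, 39585361 to 39643019), had a signal of 12.92 ± 0.13 (SD, n = 3) in CTL females and 11.76 ± 0.38 (SD, n = 3) in CTL males, an excess of 1.16 (SE 0.154, adjusted p = 0.00309). Its *Pparg*Δ/Δ values were 12.76 ± 0.06 (SD, n = 3) in females and 12.66 ± 0.01 (SD, n = 2) in males, a difference of 0.10 (SE 0.173, adjusted p = 0.855). *Cyp2c39* rose by 0.90 (SE 0.173, adjusted p = 0.0246) in *Pparg*Δ/Δ males and differed by -0.17 (SE 0.154, adjusted p = 0.664) in females, and the interaction was -1.07 (SE 0.232, adjusted p = 0.209). It shares sequence with other *Cyp2c* genes, so its values are uncertain. *Cyp17a1*, a P450 gene of steroid synthesis (chromosome 19, 46741668 to 46747464), had a female excess of 2.49 (SE 0.119, adjusted p = 6.54e-07) in CTL and 0.86 (SE 0.134, adjusted p = 0.00807) in *Pparg*Δ/Δ livers. It rose by 1.92 (SE 0.134, adjusted p = 6.12e-05) in *Pparg*Δ/Δ males and its interaction was -1.62 (SE 0.179, adjusted p = 0.00718). The metallothionein gene *Mt1* (chromosome 8, 96703111 to 96704227) had an excess of 2.78 (SE 0.236, adjusted p = 0.000113) in CTL and 0.32 (SE 0.264, adjusted p = 0.624) in *Pparg*Δ/Δ livers, with a rise of 2.18 (SE 0.264, adjusted p = 0.00216) in *Pparg*Δ/Δ males. The rise of *Cyp2c39* in *Pparg*Δ/Δ males did not pass without male *Pparg*Δ/Δ replicates 1 or 2 (adjusted p 0.0935 to 0.104). For *Mt1* the interaction, -2.46 (SE 0.354, adjusted p = 0.0381), did not pass without 8 of the 11 arrays, left out in turn: male CTL replicates 1 and 3, male *Pparg*Δ/Δ replicate 2, female CTL replicates 1, 2 and 3 and female *Pparg*Δ/Δ replicates 1 and 3 (adjusted p 0.0639 to 0.125).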

One more important point revealed by the microarray analysis concerns the important set of genes that are female-biased in control but not in *Pparg*^Δ/Δ^ mice, which regroups many genes involved in drug metabolism, such as *Fmo3*. Sex dimorphism in drug metabolism-related genes is now well known [9]. The consequence of its perturbation upon liver steatosis is, however, not yet appreciated and would deserve particular attention. Further in line with this idea, a recent study identified hepatocyte PPARα as a relevant sexually dimorphic target in NAFLD, with potential consequences on therapeutic responses targeting this nuclear receptor [43].

Altogether, our results emphasize two major points. Firstly, sex dimorphism of NAFLD in *Pparg*^Δ/Δ^ mice suggests a cross-regulation between PPARγ and sex hormones, whose molecular details still need to be elucidated. Secondly, the important sex-dimorphic expression of genes in the liver is altered upon hepatosteatosis, affecting in particular, but not exclusively, lipid metabolism and drug metabolism pathways. These observations further reinforce the importance of considering the behavior of both sexes in fundamental studies as well as in clinical studies, hopefully leading to more specific and appropriate treatments for men and women.

## 4. Materials and Methods

### 4.1. Animals

All animal experiments and procedures were approved by the Swiss Veterinary Office (VD-1453.4, VD-2560 and VD-2887). Whole-body *Pparg*-null mice (hereafter called *Pparg*^Δ/Δ^) were obtained on a mixed background (Sv129/C56BL/6), as previously described [14]. Fat-specific PPARγ-null mice (*Adipoq-Cre*^tg/+^;*Pparg*^fl/fl^, hereafter called *Pparg*F^Δ/Δ^) were generated as previously described [15]. *ob⁄ob* mice were purchased from Jackson Laboratory (Bar Harbor, ME, USA). *Adipoq-Cre^tg^*^/+;^*Pparg^fl/fl^* and *ob/ob* mice are on a pure C57BL⁄6J genetic background. All animals were kept in a 12:12h light:dark cycle and fed a standard chow diet (cat. 3436, Kliba Nafag, Kaiseraugst, Switzerland) with water ad libitum. All the mice were sacrificed by CO_2_ inhalation between ZT2 and ZT4. Random blocking was used in all experiments. Gonadectomy was performed on mice between 4 and 6 weeks of age, and mice were sacrificed at 20 weeks of age. For more details, see Supplementary Materials and Methods.

### 4.2. Plasma Biochemistry

Plasmatic steroid hormones were measured by LC-MS High Resolution (Q-Exactive, ThermoFisher Scientific, Reinach, Switzerland) as described by Bruce et al. (2014) [44,45]. More details are given in Supplementary Materials and Methods.

### 4.3. Histology and Immunohistochemistry

For all histological analyses, liver left lobes were fixed for 8 h at 4 °C in 4% paraformaldehyde and embedded in paraffin. Paraffin sections (4 μm thickness) were dewaxed and rehydrated before staining with hematoxylin and eosin (H&E) for general histological analysis.

### 4.4. Gene Expression Analysis

Total RNA from the liver was extracted with TRIzol (Invitrogen, ThermoFisher Scientific, Reinach, Switzerland) followed by purification using MagMAX-96 for Microarrays KIT (Ambion, AM1839, ThermoFisher Scientific, Reinach, Switzerland). For the microarray study, RNA was analyzed on Mouse Gene 1.0ST arrays, according to the manufacturer’s instructions (Affymetrix, Santa Clara, CA, USA). Statistical analysis was performed with the statistical language R and various Bioconductor packages (http://www.Bioconductor.org, accessed on 20 April 2021). Normalized expression signals were calculated from Affymetrix CEL files using RMA normalization method. Microarray data were deposited in GEO, series GSE176226. For targeted gene expression analysis, 1 μg of RNA was subjected to reverse transcription using iScript cDNA Synthesis Kit (Bio-Rad Laboratories AG, Cressier, Switzerland). Real-time PCR was performed with SYBR Green (Roche, Basel, Switzerland) using a Fast Real-Time PCR System machine (Applied Biosystem, 7900HT, ThermoFisher Scientific, Reinach, Switzerland). Relative gene expression was determined using the software qBASE (v1.3.5, Biogazelle, Zwijnaarde, Belgium). Results were normalized using 36B4 as housekeeping gene. For primer sequences, see Supplementary Table S1.

### 4.5. Hepatic Lipid Content

For cholesterol and cholesterol esters, frozen liver pieces (10–20 mg) were homogenized in chloroform, isopropanol and Triton X-100 solution (7:11:0.1 *v*/*v*/*v*). Homogenates were centrifuged at 13,200 rpm for 10 min at 4 °C. Supernatants were dried at 50 °C under the hood (O/N). Measurements of hepatic cholesterol and cholesterol esters were performed using a commercial kit (Calbiochem 428901, Merck KGaA, Darmstadt, Germany).

### 4.6. Lipidomics Analysis

Mouse liver tissue (50–100 mg) was homogenized in 10 mL of methyl tert-butyl ether (MTBE) and 3 mL of methanol. Each sample was spiked with 8 nmol of FA 15:0 as internal standard immediately. Then, lipids were extracted according to Matyash et al. [46]. The total amount of FFA was calculated by summing up the quantitative amounts of each lipid species as determined by LS-MS/MS. Values are represented as nmol/g. The total omega-6 and omega-3 FFAs were calculated by summing up the quantitative amounts of all detected omega-6 FFAs (18:2n6, 18:3n6, 20:3n6, 20:4n6 and 22:4n6) and omega-3 FFAs (18:3n3, 20:5n3, 22:5n3 and 22:6n3), respectively. Twenty-week-old mice were assessed, n = 3–5. Detailed protocols are given in Supplementary Materials. For triglyceride species and other lipid classes, 4.5 µL lipid extract was resuspended in 90µl IPA:CHCl3:MeOH (90:5:5 *v*/*v*/*v*), and LM 6000 TG mix (180 pmol for each TG species) was added as internal standard. Data acquisition was performed in data-dependent acquisition mode by an LTQ Orbitrap Velos Pro instrument (ThermoFisher Scientific, Reinach, Switzerland) coupled to a UHPLC (ThermoFisher Scientific, Reinach, Switzerland) according to Fauland et al. [47] at 100.000 mass resolution. Data analysis was done by Lipid Data Analyzer, a custom-developed software tool described in more detail by Hartler et al. [48], with lipid species annotation according to the LipidMAPS shorthand nomenclature [49]. The total amount was calculated by summing up the quantitative amounts of each lipid species as determined by LS-MS/MS; values are represented as nmol/g. Twenty-week-old mice were assessed.

### 4.7. Hepatic Eicosanoids

This analysis was performed as previously described [50]. For more details, see the Supplementary Materials and Methods. Twenty-week-old mice were assessed.

### 4.8. Statistical Analysis

Values, expressed as mean ± SEM, were analyzed using Prism 5.0 (GraphPad Software, San Diego, CA, USA). Unless mentioned, two-way ANOVA and Bonferroni post-test for multiple group comparisons were used to assess statistical significance. *p* values: * <0.05, ** <0.01, *** <0.001 and **** <0.0001.

## Figures and Tables

**Figure 1:**
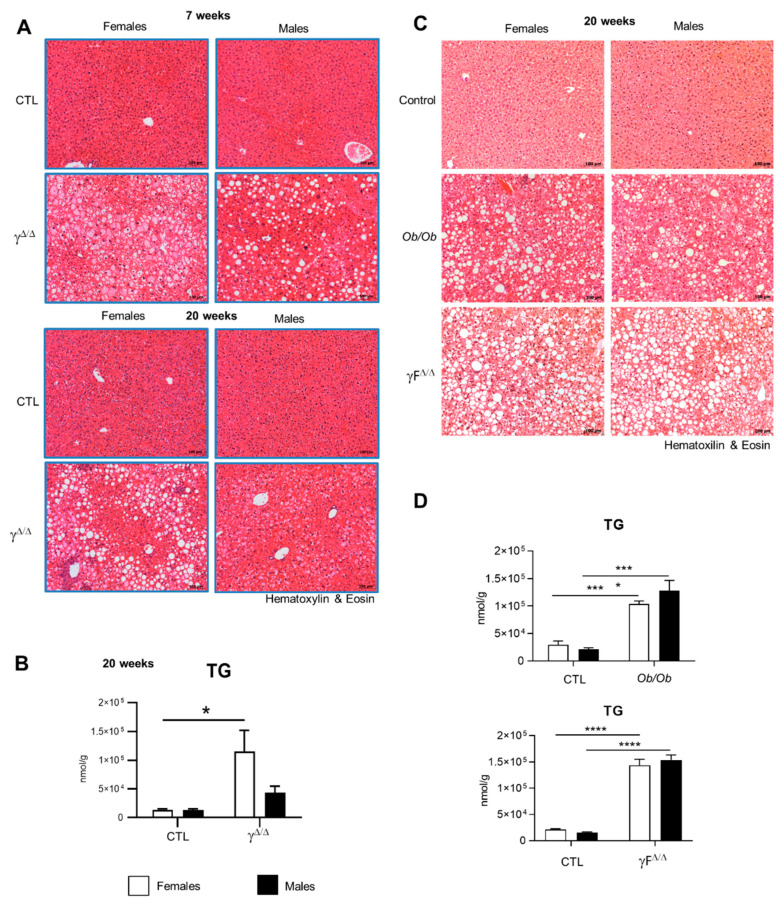
*Pparg*^Δ/Δ^ mice are a new model of NAFLD exhibiting sex dimorphism. (**A**) Hematoxylin and eosin staining of liver sections of *Pparg*^Δ/Δ^ mice and their control littermates at 7 weeks (up panels) and at 20 weeks (bottom panels). (**B**) Total hepatic TG measured in *Pparg*^Δ/Δ^ mice and their control littermates at 20 weeks. n = 3–6. (**C**) Hematoxylin and eosin staining of liver sections of *ob/ob* mice, *Adipoq-Cre^tg/+^;Pparg^fl/fl^* (*PpargF*^Δ/Δ^) mice and control mice at 20 weeks. (**D**) Total hepatic TG measured in *ob/ob* mice, *PpargF*^Δ/Δ^) at 20 weeks. n = 3–5. For (**A**,**C**), black bar corresponds to 100 µm. In (**B**,**D**), white bars are female and black bars are male data. All data were statistically treated by two-way ANOVA and Bonferroni multiple comparisons. *p* values: * <0.05, *** <0.001 and **** <0.0001.

**Figure 2:**
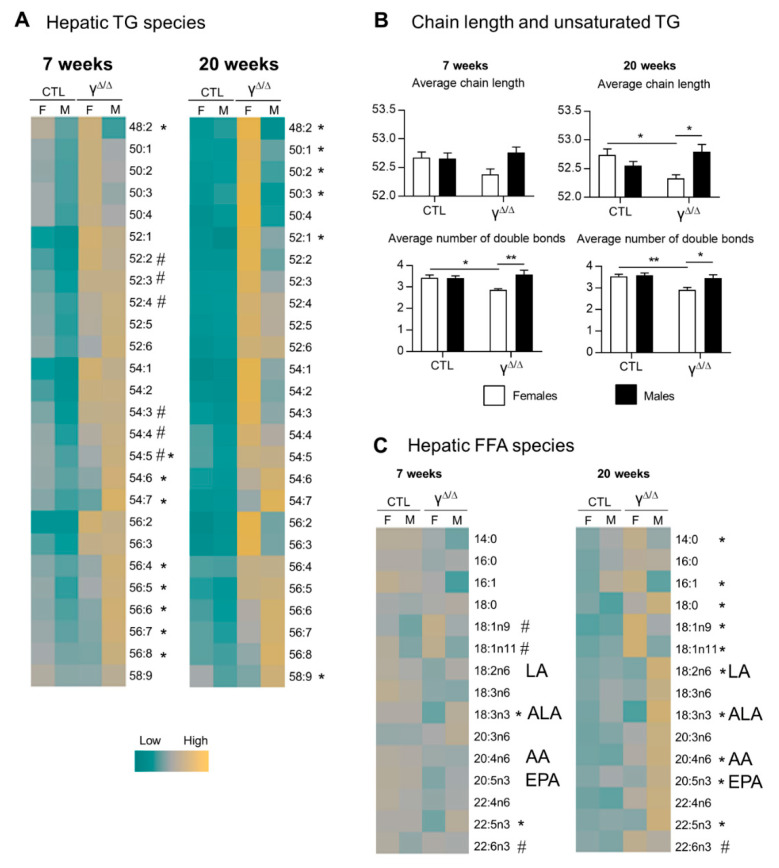
Hepatic triglyceride and FFA species in *Pparg*^Δ/Δ^ mice. (**A**) Heat map showing the different TG species. For each line, corresponding to one lipid species, the absolute values are centered to 1, and relative changes between each group are expressed in log2 (log(V/mean;2)). # and * indicate statistically significant difference (*p* < 0.05) between females and males in control and *Pparg*^Δ/Δ^ mice, respectively (Student’s *t*-test). (**B**) TG chain length and TG unsaturated average at 20 weeks, n = 5. *p* values (* <0.05, ** <0.01) were calculated by two-way ANOVA and Bonferroni multiple comparisons. (**C**) Heat map showing the different FFA species. LA, linoleic acid (18:2n6); ALA, α-linolenic acid (18:3n3); AA, arachidonic acid (20:4n6); EPA, eicosapentaenoic acid (20:5n3); n = 5. # and * indicate statistically significant difference (*p* < 0.05) between females and males in control and *Pparg*^Δ/Δ^ mice, respectively (Student’s *t*-test).

**Figure 3:**
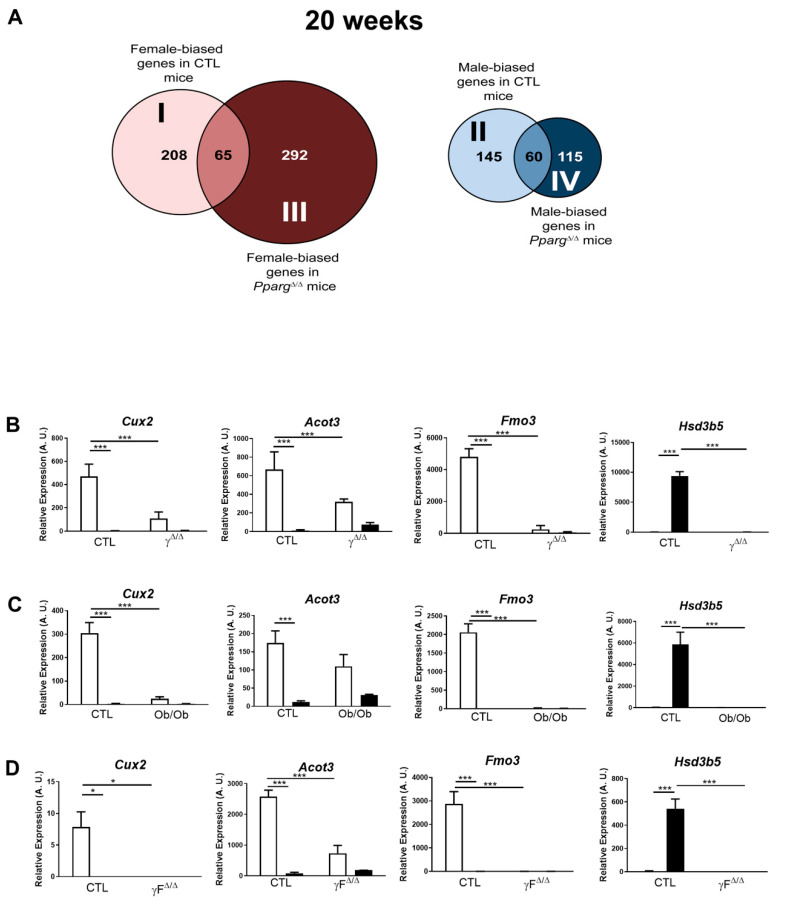
Perturbation of hepatic sex-biased gene expression by NAFLD. (**A**) Distribution of hepatic sex-biased genes measured by microarray analysis in *Pparg*^Δ/Δ^ mice at 20 weeks. Global computation of *p*-value adjustment was performed for the two comparisons, with adjusted *p* value < 0.05 and no cutoff with fold change. “I” represents the group of genes that are female-biased only in CTL mice. “II” represents the group of genes that are male-biased only in CTL mice. “III” represents the group of genes that are not sex-biased in CTL but become female-biased in *Pparg*^Δ/Δ^ mice. “IV” represents the group of genes that are not sex-biased in CTL but become male-biased in *Pparg*^Δ/Δ^ mice. (**B**) Hepatic expression profile of *Cux2, Acot3, Fmo3* and *Hsd3b5* was confirmed by RT-qPCR in *Pparg*^Δ/Δ^ mice at 20 weeks (n = 4–7) and was measured in (**C**) *Ob/Ob* mice (n = 5) and in (**D**) *Adipoq-Cre^tg/+^;Pparg^fl/fl^* (*PpargF^Δ/Δ^*) (n = 3). White bars are female and black bars are male data. *p* values (* <0.05, *** <0.001) were calculated by two-way ANOVA and Bonferroni multiple comparisons.

**Figure 4:**
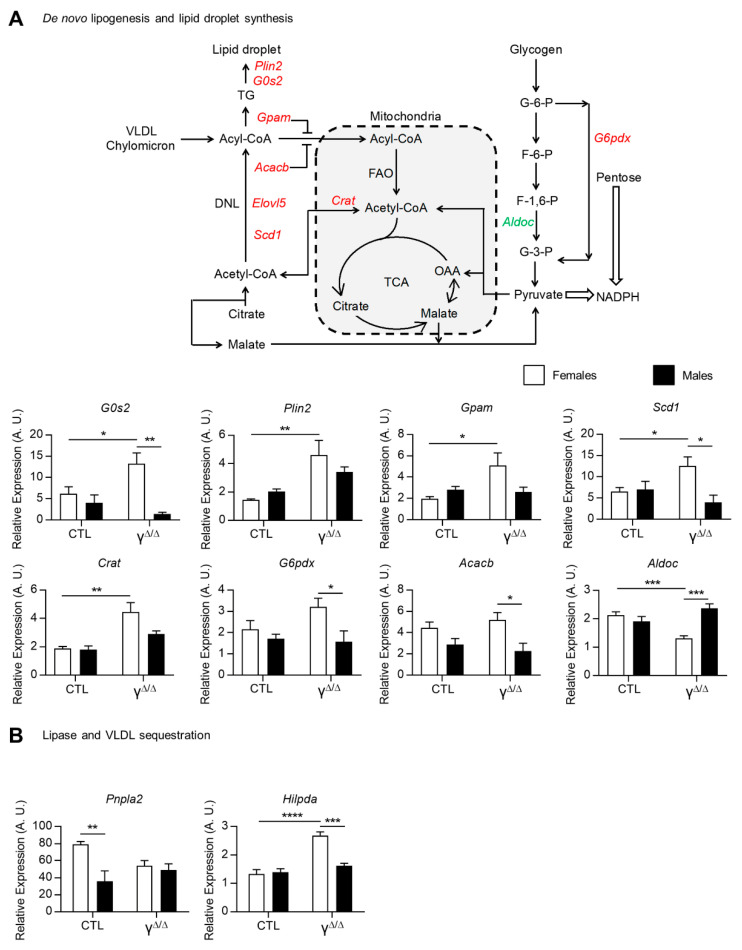
Pathways involved in lipid droplet formation, storage and secretion. (**A**) Representative scheme of the biochemical pathways of de novo lipogenesis and lipid droplet synthesis: upregulated and downregulated genes in *Pparg*^Δ/Δ^ females, but not in *Pparg*^Δ/Δ^ males, are in red and green, respectively. DNL, de novo lipogenesis; TCA, citric acid cycle; OAA, oxaloacetate; VLDL, very-low-density lipoprotein; G-6-P, glucose 6-phosphate; F-6-P, fructose 6-phosphate; F-1,6-P, fructose 1,6-bisphosphate; G-3-P, glyceraldehyde 3-phosphate. Gene expression of perilipin 2 (*Plin2*); G0/G1 switch gene 2 (*G0s2*); mitochondrial glycerol-3-phosphate acyltransferase (*Gpam*); acetyl-CoA carboxylase beta (*Acacb*); stearoyl-Coenzyme A desaturase 1 (*Scd1*); ELOVL family member 5, elongation of long-chain fatty acids (*Elovl5*); carnitine acetyltransferase (*Crat*); the glucose-6-phosphate dehydrogenase X-linked (*G6pdx*); and aldolase C, fructose-bisphosphate (*Aldoc*). (**B**) Adipose triglyceride lipase (ATGL or *Pnpla2*) and hypoxia-inducible lipid droplet-associated (*Hilpda*) gene expression measured by RT-qPCR at 20 weeks. n = 3–9. White bars are female and black bars are male data. *p* values (* <0.05, ** <0.01, *** <0.001 and **** <0.0001) were calculated by two-way ANOVA and Bonferroni multiple comparisons.

**Figure 5:**
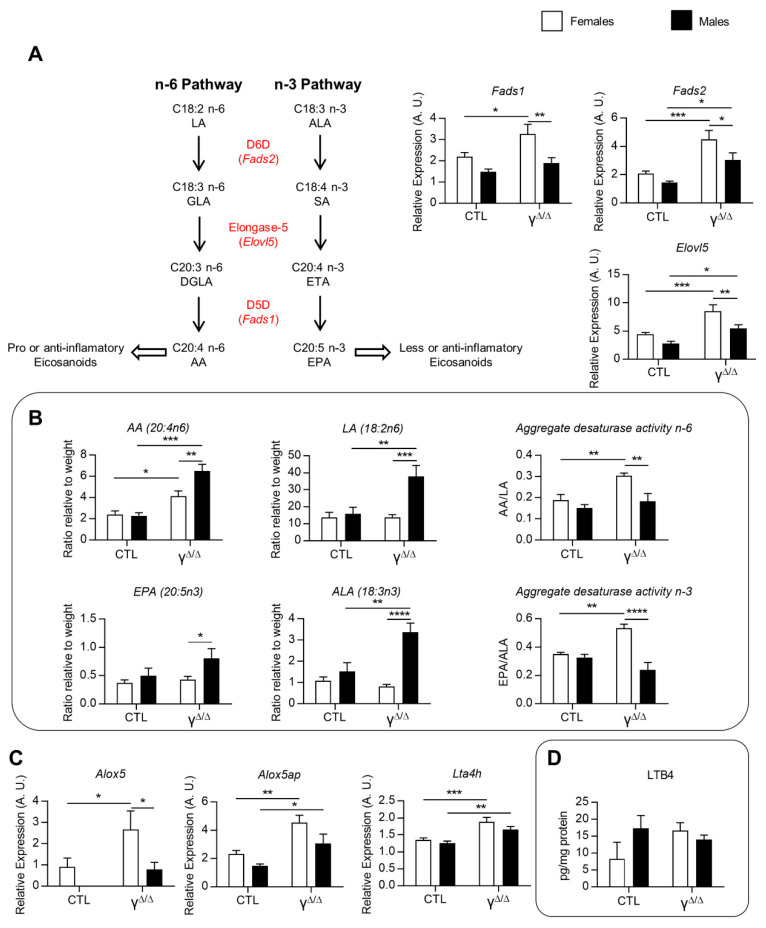
Linoleic acid (LA) and arachidonic acid (AA) metabolism and eicosanoids. (**A**) Left graphs: Pathways with main genes involved in essential FFA transformation and their hepatic gene expression. ALA, α-linolenic acid (18:3n3); SA, stearidonic acid; ETA, eicosatetraenoic acid; EPA, eicosapentaenoic acid (20:5n3); LA, linoleic acid (18:2n6); GLA, γ-linolenic acid; DGLA, dihomo-γ-linolenic acid; AA, arachidonic acid (20:4n6). D5D (Δ5-desaturase), D6D (Δ6-desaturase) and elongase-5 enzymes are encoded by *Fads1, Fads2* and *Elovl5*, respectively. Right graphs: Relative expression of the three genes corresponding to these enzymes, n = 3–9. (**B**) Aggregate desaturase activity, calculated as the AA/LA ratio and the EPA/ALA ratio, reflects the FADS1 and FADS2 activity [22], n = 3–5. (**C**) Hepatic expression of genes involved in leukotriene B4 (LTB4) synthesis from AA, n = 9. ND: not detectable. *Alox5* was almost not detectable by RT-qPCR. 5-Lipoxygenase-associated protein (*Alox5ap*) and leukotriene A4 hydrolase (*Lta4h*). (**D**) Hepatic LTB4, n = 5–9. White bars are female and black bars are male data. *p* values (* <0.05, ** <0.01, *** <0.001 and **** <0.0001) were calculated by two-way ANOVA and Bonferroni multiple comparisons.

**Figure 6:**
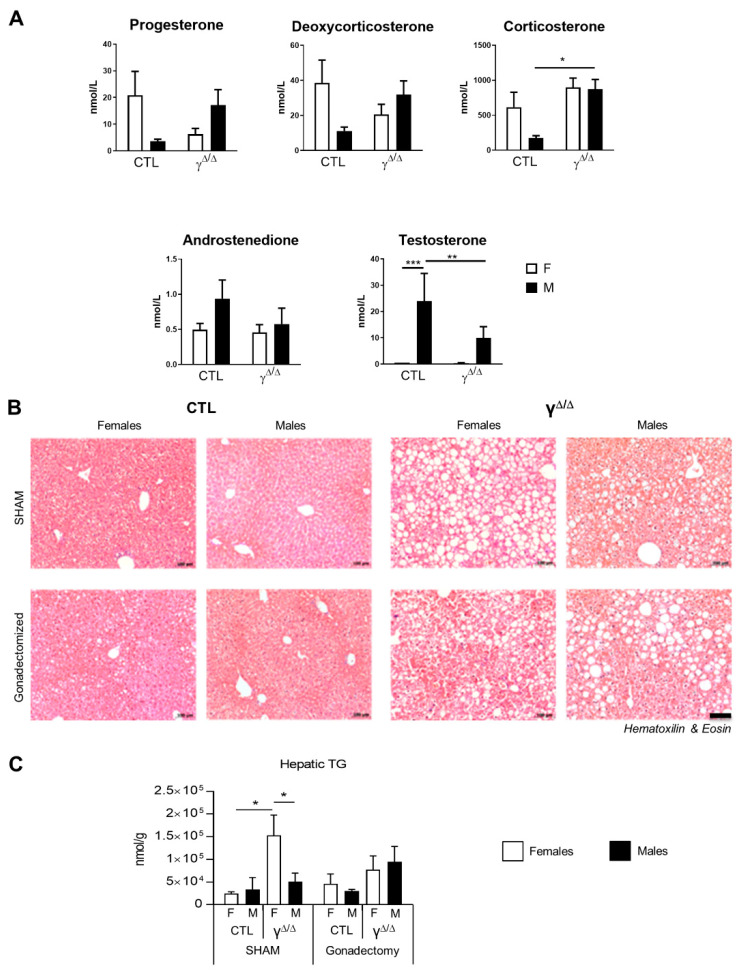
Role of sex hormones in the hepatosteatotic phenotype in *Pparg*^Δ/Δ^ mice. (**A**) Plasmatic steroid hormones measured by mass spectrometry. n = 6–9. Progesterone and deoxycorticosterone show a *p* value lower than 0.05 for the 2-way ANOVA interaction. (**B**) H&E staining of liver sections and (**C**) hepatic TG content measured in ovariectomized and castrated mice. n = 4–9. In (**B**), black bar corresponds to 100 µm. In (**A**,**C**), white bars are female and black bars are male data. *p* values (* <0.05, ** <0.01 and *** <0.001) were calculated by two-way ANOVA and Bonferroni multiple comparisons.

**Table 1:** Gene ontology analysis of hepatic sex-dimorphic genes in CTL and *Pparg*^Δ/Δ^ mice at 20 weeks.

Group	Gene GO Term	No. of Genes	*p* Value
I (208 genes) Female-biased genes in CTL mice	Microsome	16	2.24 × 10^−9^
	Drug Metabolism	11	1.91 × 10^−8^
	Cytochrome P450	9	2.58 × 10^−6^
	Arachidonic acid metabolism	7	5.16 × 10^−4^
	Endoplasmic reticulum	19	6.23 × 10^−4^
	Linoleic acid metabolism	4	0.01
II (145 genes) Male-biased genes in CTL mice	ncRNA metabolic process	7	3.22 × 10^−3^
	Tubulin	4	3.1 × 10^−4^
	Steroid dehydrogenase activity	4	6.18 × 10^−4^
	Metal ion binding	38	0.04
	Nucleolus	8	5.78 × 10^−3^
III (292 genes) Female-biased genes in γ^Δ/Δ^ mice	Cell surface	24	1.02 × 10^−9^
	Immune response	11	4.06 × 10^−9^
	Immunoglobulin domain	28	4.59 × 10^−9^
	Defense response	26	1.37 × 10^−8^
	Neutrophil-mediated immunity	3	4.43 × 10^−3^
	Fatty acid biosynthesis	5	5.2 × 10^−3^
IV (115 genes) Male-biased genes in in γ^Δ/Δ^ mice	Cell fraction	10	9.87 × 10^−3^
	Cell cycle process	8	5.46 × 10^−3^
	Cellular response to stress	9	1.54 × 10^−3^
	Oxidation reduction	10	0.01
	Mitochondrion	10	0.02

## Data Availability

Microarray data were deposited in GEO and are accessible at the following link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE176226 (from 13 September 2021).

## Supplementary Materials

Supplementary methods, figures and tables are available online at https://www.mdpi.com/article/10.3390/ijms22189969/s1.

How the deposited data were processed for this re-analysis (not part of the article)

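Liver RNA of 23 mice of both sexes was measured on Affymetrix Mouse Gene 1.0 ST arrays, 11 mice at 20 weeks and 12 at 7 weeks, with CTL and *Pparg*Δ/Δ mice and 1 mouse per array. Each group held 3 mice, except the *Pparg*Δ/Δ males of 20 weeks with 2. The authors made the deposited log2 values by robust multi-array averaging (RMA) of the array scans, with Affymetrix Expression Console 1.1.2637.26569 in the notes of the submitters, separately for each age. Signals were therefore compared within an age, and only differences between groups of an age were set beside those of the other age. The table of each age and the table of the whole series held the same numbers in all 23 columns, with a largest difference of 0. Coordinates follow the build NCBIM37 in the annotation of the array. Raw scans, the RT-qPCR measurements and the supplementary tables were not used here.

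Each table had 35556 features. After 6612 control features were left out, 25465 of 28944 transcript clusters named exactly 1 gene, 3477 named none and 2 named several. Clusters took the current gene name of their reference accession (22115 clusters), of their symbol (1815) or of an older symbol (625), and 910 kept the name in the table. For 1845 genes with more than 1 cluster, the cluster with the highest mean signal stood for the gene, which left 22061 genes at each age. The annotation of 7 weeks named another gene or none for 1121 clusters, and the annotation of 20 weeks was used for both ages.

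Differences were tested with limma 3.58.1 in R 4.3.3, with a mean for each of the 4 groups of an age and moderated variances (prior degrees of freedom 4.00 at 20 weeks and 4.55 at 7 weeks). Every p value of a single gene given with a difference is limma's, adjusted. The comparisons were females minus males in CTL and in *Pparg*Δ/Δ mice, *Pparg*Δ/Δ minus CTL mice in females and in males, and the interaction, which is the sex difference in *Pparg*Δ/Δ minus that in CTL mice. A difference was called at an adjusted p under 0.05 with no minimum fold change. Gene lists for metabolic pathways, stress responses and cell types, written from general knowledge, were tested with camera at a preset correlation between genes of 0.01, with a correlation estimated for each list, and with fry. Members of lists in subsets I to IV were compared with the rest of the tested genes by Fisher's exact test, adjusted over all lists and subsets. That comparison takes genes as independent, and it does not set a bias lost or gained apart from a sex bias as such. The lists of known female-biased and male-biased genes were instead compared with the other genes biased to the same sex in CTL livers, adjusted over these lists, since subsets I and II are defined by that bias, and this test was added after the data had been seen. It did not match genes for the size of their sex difference. Terms of the Gene Ontology were taken from the annotation of the array, which gave at least 1 term to 21064 genes, and this test was added after the data had been seen. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

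The design, the lists, the alternatives and a rule for the genes to be named were set before the data were examined. The rule named every gene that the paper names, *Pparg*, *Xist* and 4 Y-linked genes as checks of the labels, and for each comparison at 20 weeks the 10 largest called differences in each direction without overlap of the groups. It also named up to 4 members of each list, the 8 largest sex differences of each subset, and the 5 largest differences in each direction at 7 weeks, which made 202 genes. Genes outside the rule, members of a list or a subset named where they are counted included, were chosen after their values were seen. Some genes are not reported here.

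The alternatives were adjustment within each comparison, a fit of only the groups compared, dim clusters left out (below a log2 value of 6 in every group, which kept 16591 genes at 20 weeks and 13291 at 7 weeks), every transcript cluster counted, no moderation of the variance, a mean-variance trend with robust moderation, array weights, arrays centred on their medians, the table of the whole series, a replicate block and each array left out in turn. Where an array left a group with 1 mouse, that mouse was assumed to vary like the other groups. The replicate numbers in the labels do not state that mice were paired. Further alternatives on the array features were added after the counts had been seen. The procedure was tested on simulated data, with 50 of 22061 genes changed at each size. Among simulated genes with a log2 change of 0.5, 1, 2 and 3, the sex comparison found 32, 80, 98 and 100% in CTL and 44, 96, 98 and 100% in *Pparg*Δ/Δ mice, with 3.13 and 3.43% false calls. Genes were simulated as independent and with the same spread in every group. These shares therefore need not hold for the real arrays. Arrays of the same group correlated at 0.990 to 0.996 at 7 weeks, and array medians there lay between 6.45 and 6.56. The 7-week library labelled male *Pparg*Δ/Δ replicate 3 stayed in its labelled group, and each 7-week count was also taken without it.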

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

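The tests of explanations in this part were chosen after the result was seen, except the relabelling of sex in the interaction at 7 weeks.

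At 20 weeks, 17 genes differed between the genotypes in their sex difference by limma's interaction test. It was positive, toward a larger female or smaller male excess in *Pparg*Δ/Δ livers, for *Hsd3b5* (5.65), *Sult2a3* (3.23), *S100a9* (2.04), *Chil3* (1.93), *Elane* (1.79), *Sult2a4* (1.33), *Mup20* (1.32) and *Slc22a29* (0.94). It was negative, among others, for *Aldoc* (-1.07), *Nt5e* (-1.46), *Cyp17a1* (-1.62), *Mybl1* (-1.66), *Mt2* (-2.05), *Mt1* (-2.46), *Slco1a1* (-3.55) and *Cyp2b9* (-6.35). *Hsd3b5*, *Sult2a3*, *Elane*, *Mup20*, *Nt5e*, *Cyp17a1*, *Mybl1* and *Cyp2b9* passed whichever array was left out. The *Hsd3b*, *Sult*, *Mup* and *Cyp2* genes share sequence within their families and are uncertain. With 1 array left out in turn, *Aldoc* did not pass without female CTL replicates 1 or 3 (adjusted p 0.0511 to 0.0548), *S100a9* without male CTL replicates 1 or 2, female CTL replicates 1, 2 or 3 or female *Pparg*Δ/Δ replicate 2 (adjusted p 0.0800 to 0.103) and *Chil3* without male CTL replicates 1 or 2, male *Pparg*Δ/Δ replicate 1 or female CTL replicate 2 (adjusted p 0.0551 to 0.0863). *Sult2a4* did not pass without male CTL replicates 1, 2 or 3, male *Pparg*Δ/Δ replicates 1 or 2, female CTL replicates 1 or 3 or female *Pparg*Δ/Δ replicates 1 or 2 (adjusted p 0.0530 to 0.186), and *Slc22a29* without male CTL replicates 1 or 2, male *Pparg*Δ/Δ replicates 1 or 2, female CTL replicates 2 or 3 or female *Pparg*Δ/Δ replicate 2 (adjusted p 0.0530 to 0.0999). *Mt2* did not pass without male CTL replicate 2, male *Pparg*Δ/Δ replicates 1 or 2, female CTL replicates 1, 2 or 3 or female *Pparg*Δ/Δ replicates 1, 2 or 3 (adjusted p 0.0586 to 0.134), *Mt1* without male CTL replicates 1 or 3, male *Pparg*Δ/Δ replicate 2, female CTL replicates 1, 2 or 3 or female *Pparg*Δ/Δ replicates 1 or 3 (adjusted p 0.0639 to 0.125), and *Slco1a1* without male CTL replicates 1, 2 or 3, male *Pparg*Δ/Δ replicate 2, female CTL replicates 1, 2 or 3 or female *Pparg*Δ/Δ replicate 2 (adjusted p 0.0788 to 0.140).

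The paper reports no arrays of 7 weeks. At that age 116 genes differed between the sexes in CTL livers (76 female-biased and 40 male-biased), 0 in *Pparg*Δ/Δ livers by limma (800 at an unadjusted p under 0.05), 408 between the genotypes in females (230 higher and 178 lower in *Pparg*Δ/Δ), 971 in males (724 and 247), and 34 had an interaction (17 positive and 17 negative). With arrays centred on their medians, a shift of up to 0.113, the split was 53 and 57 for the sexes in CTL and 490 and 462 for the genotypes in males. The sex count in CTL became 49, 49, 48, 73 and 57 without male CTL replicates 1 and 3 and female CTL replicates 1, 2 and 3. The genotype counts became 185, 227 and 230 in females without female CTL replicates 1 and 2 and female *Pparg*Δ/Δ replicate 3, and 489, 558 and 627 in males without male CTL replicates 1 and 3 and male *Pparg*Δ/Δ replicate 1. The interaction count became 21, 56 and 21 without male CTL replicates 1, 2 and 3, 52 without male *Pparg*Δ/Δ replicate 3, and 19 and 17 without female *Pparg*Δ/Δ replicates 1 and 2. The libraries labelled male *Pparg*Δ/Δ at this age include 1 with female values of *Xist* and Y-linked genes, replicate 3, described below. The count of 0 therefore does not show that sex differences were absent. It became 5, 1 and 37 without male *Pparg*Δ/Δ replicates 1, 2 and 3, 1 without female CTL replicate 2, and 2 and 11 without female *Pparg*Δ/Δ replicates 2 and 3.

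For comparisons of 3 with 3 mice, 10 splits of the 6 samples are too few for a share under 0.05. The real split gave 590 genes for the sexes in CTL at 20 weeks (highest other split 6), 502 for the genotypes in females at 20 weeks (2), 116 for the sexes in CTL at 7 weeks (0), 408 for the genotypes in females at 7 weeks (6) and 971 for the genotypes in males at 7 weeks (1), and in each case it was the only 1 of 10 with as many. For the sexes in *Pparg*Δ/Δ livers at 7 weeks, the real count was 0, so all 10 splits gave at least as many by necessity and the comparison decides nothing. The highest other split there gave 27, with the library doubted below among the samples. For the interaction at 7 weeks, 7 of 100 drawn relabellings gave as many genes as the real 34, the real one included, with a highest of 98, so chance is not excluded. The other 6 were among the 7 draws that kept the CTL mice grouped by sex, and so kept the real sex difference of CTL, and 4 of the 6 grouped the library doubted below with 2 of the 3 *Pparg*Δ/Δ females. The 92 draws that broke up the CTL groups gave at most 8. The high counts therefore point to a structure of the samples, and the draws do not show how many genes chance alone gives.

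The 7-week library labelled male *Pparg*Δ/Δ replicate 3 had *Xist* at 12.31 and a mean of 4 Y-linked genes at 3.62, where the other 5 libraries labelled male had 4.32 to 4.97 and 8.52 to 8.68. Its Y-linked mean differed from the highest library labelled female by -0.165, with a range of 0.149 among the females, which argues against a mixture of male and female RNA, and 0 of the 6 libraries labelled female lay in the male range, which argues against labels swapped with a female library of that age. *Kdm5c*, *Kdm6a*, *Eif2s3x* and *Ddx3x*, X-linked genes that escape inactivation, were on average 0.328 (SE 0.0535 over the 4 genes) higher in it than in the other 2 libraries labelled male *Pparg*Δ/Δ, against 0.350 between the sexes in CTL. In the libraries labelled female at 7 weeks, *Xist* lay between 12.26 and 12.41 and the Y-linked mean between 3.63 and 3.78. The values of this library therefore argue against a male liver and are those of a female liver under a male label. How the label arose was not tested, and no biological explanation was. Without this library there were 157 genes for the sexes in CTL (99 and 58, 115 of them shared with the 116), 37 in *Pparg*Δ/Δ livers (6 female-biased and 31 male-biased), 464 for the genotypes in females (271 and 193) and 915 in males (713 and 202, 729 shared with the 971).

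Clock genes differed between the sexes at 20 weeks, and 6 of 18 lay in subset I. The mean of 10 genes with peaks near that of *Dbp* minus the mean of 5 genes of opposite phase, such as *Arntl*, taken per mouse, was higher in females than in males by 2.86 (SE 0.516 over mice) in CTL and 1.79 (SE 0.711) in *Pparg*Δ/Δ livers. The like difference in CTL at 7 weeks was 1.06 (SE 0.743), with an error too wide to set it apart from 0 or from 50% of the value of 20 weeks, so a difference of the clock genes between the sexes at every age stays open. The paper's methods place the killing of all mice, by CO2, between ZT2 and ZT4, whereas the sample labels give decapitation, so that window may not describe these mice. Collection of females and males at different hours may give such opposite arms, and with the hour of each mouse not given in the sources used here, it cannot be told apart from an effect of sex at 20 weeks, which was not tested.

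Genes of neutrophils and their granules were higher in *Pparg*Δ/Δ than in CTL females at 20 weeks. Their median change exceeded that of 32 endothelial and stellate markers by 1.79 (SE 0.284 over genes, and 0.168 over mice for the difference of means per mouse), which argues against a lower share of hepatocytes, and of the 14 genes called at least 12 passed without any 1 of the 3 *Pparg*Δ/Δ females, which argues against 1 animal. It exceeded the median change of 18 erythroid markers by 1.54 (SE 0.299 over genes), but 10 of these lay near the floor and 3, the globins, had a high baseline (*Hba-a1* 12.51 in CTL and 13.05 in *Pparg*Δ/Δ females, *Hbb-bt* 12.53 and 13.17). The other 5 went both ways from CTL to *Pparg*Δ/Δ females, up for *Slc4a1*, 7.01 to 8.33, and *Tfrc*, 7.60 to 8.45, and down for *Car1*, 9.23 to 8.96, *Klf1*, 7.43 to 7.24, and *Sptb*, 7.11 to 6.89 (limma, adjusted p = 0.0171, 0.110, 0.584, 0.638 and 0.200). Blood left in the liver therefore cannot be told apart on these markers. An effect of the genotype on neutrophils in the liver also stays open and was not tested further.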

How the results depend on the processing

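The alternatives on all features of the array, array weights estimated without the groups and the leaving out of the doubted 7-week library were chosen after the data had been seen. Counts are given in the order subset I, female-biased in both genotypes, III, II, male-biased in both, IV, genotype in females, genotype in males and interaction at 20 weeks, with omissions named, and the cause was not tested unless stated.

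With only the groups compared in the fit, and so fewer arrays behind each variance, female-biased in both became 32, III 120, II 104, male-biased in both 36, IV 77, genotype in males 178, and at 7 weeks genotype in males 578. Without moderation of the variance the counts were 89, 28, 78, 63, 36, 52, 156, 116 and 5, and at 7 weeks 29 for the sexes in CTL, 115 and 310 for the genotypes in females and males and 1 for the interaction. Array weights gave 988 for the genotype in females, and at 7 weeks 258 for the sexes in CTL, 3 in *Pparg*Δ/Δ and 831 for the genotype in females. Weights estimated without the groups gave 760 for the genotype in females at 20 weeks. Centring on array medians gave 257 for subset IV. Adjustment within each comparison gave 187 for the sexes in CTL and 215 for the genotype in females at 7 weeks, and trend with robust moderation gave 20 for the interaction at 7 weeks. A replicate block gave 99 for subset IV and 69 for the sexes in CTL at 7 weeks, but residuals of mice with the same number correlated above 0.1 in only 4 of 15 pairs of groups at 20 weeks (-0.217 to 0.314) and 3 of 18 at 7 weeks (-0.251 to 0.196), so the numbers do not show pairs.

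With all features of the array tested, control features included, I held 129, female-biased in both 38, III 154, male-biased in both 36, IV 59, the genotypes 232 and 172 and the interaction 9, and counted as genes the subsets held 119, 35, 139, 79, 34 and 49. All features without moderation gave 57, 21, 46, 39, 23, 25, 76, 59 and 3, and as genes 55, 19, 45, 37, 22 and 25 for the subsets. With adjustment over 4 comparisons together, the genes were 113, 35, 125, 73, 33 and 47. Counts not named for a setting moved by no more than 1.5 times.

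With each array left out in turn, I ranged from 119 to 266, female-biased in both from 41 to 84, III from 71 to 556, II from 76 to 229, male-biased in both from 40 to 115, IV from 47 to 206, genotype in females from 238 to 592, genotype in males from 201 to 449 and the interaction from 11 to 35. At 7 weeks the sexes ranged from 48 to 157 in CTL and 0 to 37 in *Pparg*Δ/Δ, the genotypes from 185 to 464 in females and 489 to 922 in males, and the interaction from 17 to 56.

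Of 103 list tests past the threshold with camera at 20 weeks, 4 passed with an estimated correlation and 38 with fry in one direction. Of 440 values of named genes, none reversed under any planned setting. Those no longer past the threshold numbered 5 with adjustment within each comparison, 84 with only the groups compared, 30 with every cluster, 178 without moderation, 27 with trend and robust moderation, 8 with array weights, 15 after centring and 36 with a replicate block, and 26 to 78 with 1 array left out. With dim clusters left out, 5 of 439 were newly past it. Of 304 list counts, 4, 59, 18, 19, 101, 21, 33, 17 and 39 moved by over 1.5 times with adjustment within each comparison, only the groups compared, dim clusters left out, every cluster, no moderation, trend, weights, centring and block, and 29 to 55 with 1 array left out. The table of the whole series changed nothing, since its values are the same. For 71 genes with several clusters, the clusters fell in different subsets.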

Differences from the paper's values

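The test of the Gene Ontology terms was chosen after the data had been seen. None of the paper's counts of subsets I to IV, nor its counts of genes biased in both genotypes, differed from the value here by more than 1.5 times, whereas 4 of 9 counts of genes of a term did. Of 16 genes that the paper places in a subset, 12 fell in that subset here.

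The paper places *Cux2* among genes female-biased in CTL but not in *Pparg*Δ/Δ livers. Here it was female-biased in both, with an excess in *Pparg*Δ/Δ livers of 0.84 that did not pass, as in the paper, with only the groups compared, with every cluster, without moderation, with array weights, after centring, with a replicate block (paired by number), and without male CTL replicate 1, 2 or 3, male *Pparg*Δ/Δ replicate 1 or 2, female CTL replicate 1 or female *Pparg*Δ/Δ replicate 1 or 2 (adjusted p 0.0598 to 0.161 over these settings).

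The paper places *Hsd3b2* and *Hsd3b5* among genes male-biased in CTL livers alone. Here both were male-biased in both genotypes. For *Hsd3b5* the bias in *Pparg*Δ/Δ livers lay between signals near or under the log2 value of 6 that marked dim clusters. It is therefore weak evidence of a kept bias. *Hsd3b2* fell in the paper's subset with only the groups compared, every cluster, no moderation, and without male CTL replicate 2 or 3, male *Pparg*Δ/Δ replicate 1 or 2, female CTL replicate 1 or 3 or female *Pparg*Δ/Δ replicate 2 or 3 (adjusted p 0.0598 to 0.208). *Hsd3b5* did with only the groups compared, no moderation, and without male CTL replicate 2, male *Pparg*Δ/Δ replicate 1 or 2, female CTL replicate 3 or female *Pparg*Δ/Δ replicate 1 or 3 (adjusted p 0.0500 to 0.140).

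The paper gives *G0s2*, *Plin2*, *Scd1*, *Acacb* and *Elovl5* as raised in *Pparg*Δ/Δ females or female-biased in *Pparg*Δ/Δ livers. None of these 5 was called on the arrays here, while *Gpam*, *Crat* and *G6pdx* were. The paper also reports the raised expression of these genes by RT-qPCR, tested by analysis of variance. Those measurements were not used here, so a gene not called on the arrays does not contradict them. *G0s2* passed without male CTL replicate 3 and *Scd1* without male *Pparg*Δ/Δ replicate 2, each for the sexes in *Pparg*Δ/Δ livers, and *Plin2* passed with array weights for the genotypes in females (adjusted p = 0.0338). *Acacb* and *Elovl5* passed under no setting tried. *Crat*, which the paper gives as raised only in *Pparg*Δ/Δ females, also rose in males with dim clusters left out, with a trend and robust moderation, with array weights and without male CTL replicate 2 (adjusted p 0.0241 to 0.0454). For *Pnpla2* the paper describes a female bias in CTL livers, measured by RT-qPCR. On the arrays the excess of 0.32 in CTL livers did not pass limma's test (adjusted p = 0.0976), nor did it under any setting tried.

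Of the terms in Table 1, 9 were compared under the same name, with members from the annotation of the array and not from DAVID. The paper counts 8 genes of the nucleolus in subset II, where 4 were found here, 24 of the cell surface in III (11 here), 26 of the defense response in III (5 here) and 10 of the mitochondrion in IV (20 here). The first 3 differed by more than 1.5 times under every setting set before the data were examined. The mitochondrion came within 1.5 times without moderation (12), with a replicate block (13), without male *Pparg*Δ/Δ replicate 1 (7) or 2 (10) and without female CTL replicate 1 (11), 2 (14) or 3 (14), and under no other of these settings. Counts of microsome, endoplasmic reticulum, metal ion binding, immune response and oxidation reduction were within 1.5 times. By Fisher's exact test, nucleolus and metal ion binding in II and defense response in III did not pass here, and the other 6 passed in the subset where the paper lists them. Arachidonic acid metabolism and fatty acid biosynthesis of Table 1 are not compared, since the terms tested here carry other names.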

Other observations

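No explanation was tested in this part, and the 7-week values without the doubted library were chosen after the data had been seen.

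At 20 weeks the arrays also covered genes that the paper measured by RT-qPCR. Its main text does not say whether those mice were the mice of the arrays. *Elane*, an elastase gene of neutrophils (chromosome 10 of NCBIM37, 79349057 to 79350961), rose by 2.02 (SE 0.137, adjusted p = 5.71e-05) in *Pparg*Δ/Δ females, differed by 0.23 (SE 0.154, adjusted p = 0.523) in males, and had a female excess of 1.66 (SE 0.154, adjusted p = 0.000221) in *Pparg*Δ/Δ livers. *Spp1*, the osteopontin gene (chromosome 5, 104864153 to 104870069), rose by 1.54 (SE 0.205, adjusted p = 0.00379) in females and differed by 0.78 (SE 0.229, adjusted p = 0.124) in males. Its interaction was 0.76 (SE 0.308, adjusted p = 0.610), and its excess in *Pparg*Δ/Δ livers, 0.84 (SE 0.229, adjusted p = 0.0813), passed without female *Pparg*Δ/Δ replicate 2 (adjusted p = 0.0486). The genotype difference in females was 0.24 for *Hilpda*, 0.33 for *Alox5*, 0.51 for *Alox5ap* and 0.17 for *Lta4h* (adjusted p = 0.384, 0.263, 0.157 and 0.411). Among genes of fibrosis it was -0.61 for *Acta2*, 0.39 for *Col1a1*, 0.57 for *Mmp13* and 0.69 for *Timp1* (adjusted p = 0.629, 0.243, 0.156 and 0.165). *Mmp13* and *Timp1* passed without female *Pparg*Δ/Δ replicate 1 (adjusted p = 0.0237 and 0.0172), and *Timp1* then also passed for the sexes in *Pparg*Δ/Δ livers (adjusted p = 0.0127, 0.81 (SE 0.250, adjusted p = 0.121) with all arrays).

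Further lists were counted at 20 weeks as well, with counts adjusted over the list alone in brackets. Of 18 clock genes, 7 were female-biased (11) and 4 male-biased (5) in CTL livers, and 1 (2) and 3 (5) in *Pparg*Δ/Δ livers. Those counts in CTL became 3, 4 and 3 female-biased without male CTL replicate 2 and female CTL replicates 2 and 3, and 2 male-biased without male CTL replicate 2 or 3, female CTL replicate 2 or 3 or female *Pparg*Δ/Δ replicate 2 or 3, and the 3 in *Pparg*Δ/Δ livers became 0, 1 and 0 without male *Pparg*Δ/Δ replicate 2 and female *Pparg*Δ/Δ replicates 2 and 3. *Dbp*, a transcription factor gene of the clock (chromosome 7, 52960602 to 52965521), had a female excess of 3.07 (SE 0.481, adjusted p = 0.00847) in CTL livers. Of 29 genes of fibrosis and matrix, 4 rose in *Pparg*Δ/Δ females (11) and none in *Pparg*Δ/Δ males (4), and the 4 became 2 without female CTL replicate 3 or female *Pparg*Δ/Δ replicate 2 or 3. Camera's test of that list in females gave adjusted p = 4.45e-09 (adjusted p = 0.205 with an estimated correlation). The 29 include *Acta2*, *Col1a1*, *Mmp13*, *Timp1* and *Spp1*, which the study chose. Of 35 genes of inflammation, 4 rose in *Pparg*Δ/Δ females (15), and 8 did so without female *Pparg*Δ/Δ replicate 1, and 1 in *Pparg*Δ/Δ males (6). Of 25 genes of bile acid handling, 5 fell in *Pparg*Δ/Δ females (6) and 4 in *Pparg*Δ/Δ males (7). The 5 became 1, 2, 2, 3, 1 and 2 without female CTL replicates 1, 2 and 3 and female *Pparg*Δ/Δ replicates 1, 2 and 3, and the 4 became 2 without male CTL replicate 2 or 3, female CTL replicate 2 or 3 or female *Pparg*Δ/Δ replicate 2 or 3. Of 18 genes of oxidative stress, 1 rose in *Pparg*Δ/Δ females (5) and 3 in *Pparg*Δ/Δ males (5).

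In *Pparg*Δ/Δ females, 1 rose and 3 fell of 22 genes of glucose metabolism (3 and 6), none of 32 genes of the cell cycle rose by limma (6), 1 of 14 pericentral (1) and 1 of 14 periportal genes of hepatocytes (3) fell, and 2 of 18 erythroid genes (6) and 2 of 9 of megakaryocytes (4) rose. None of 15 hepatocyte genes (0), 18 of Kupffer cells (0), 11 of fetal liver and bile duct precursors (0), 10 of adipocytes (2) or 15 of stellate cells (1) rose there by limma. Of 17 endothelial genes 1 rose and 1 fell (2 and 3), 1 of 14 of bile ducts rose (1), and none of 13 of the pancreas rose or fell (0 and 1). Female-biased in *Pparg*Δ/Δ livers was 1 of the 18 genes of Kupffer cells (11).

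At 7 weeks, *Hsd3b5* differed by -6.13 (SE 0.460, adjusted p = 4.97e-05) between the sexes in CTL livers, fell by 7.28 (SE 0.460, adjusted p = 7.35e-06) in *Pparg*Δ/Δ males and had an interaction of 6.70 (SE 0.651, adjusted p = 0.000811). *Cyp2b9* rose by 6.40 (SE 0.554, adjusted p = 9.05e-05) in *Pparg*Δ/Δ males, with an interaction of -6.46 (SE 0.783, adjusted p = 0.00378). These *Hsd3b* and *Cyp2* values are uncertain, as those families share sequence. Without the doubted library labelled male *Pparg*Δ/Δ replicate 3, the interactions were 6.81 and -6.38 (adjusted p = 0.00156 and 0.0107). *Ngp* rose by 2.75 (SE 0.414, adjusted p = 0.00412) in *Pparg*Δ/Δ females and 4.54 (SE 0.414, adjusted p = 0.000151) in *Pparg*Δ/Δ males, and *Spp1* by 1.16 (SE 0.201, adjusted p = 0.00873) and 1.44 (SE 0.201, adjusted p = 0.00256). *Col1a1* rose by 0.75 (SE 0.151, adjusted p = 0.0181) in *Pparg*Δ/Δ males, which did not pass without male CTL replicate 1 or 3 or male *Pparg*Δ/Δ replicate 1 (adjusted p 0.0552 to 0.0642).

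Of the 31 female-biased liver genes, 16 were female-biased in CTL livers at 7 weeks (30) and 17 rose in *Pparg*Δ/Δ males (23). The 16 became 10 without male CTL replicate 1, and the 17 became 11 without male CTL replicate 1 or 3. Of the 34 male-biased liver genes, 15 were male-biased in CTL livers (24) and 18 fell in *Pparg*Δ/Δ males (24). In *Pparg*Δ/Δ males, 23 of the 32 cell cycle genes rose (27), 19 of the 29 genes of fibrosis and matrix (21), 13 of the 20 of neutrophils (14) and 10 of the 17 of monocyte-derived macrophages (13), and the 19 became 12 without male CTL replicate 1 or male *Pparg*Δ/Δ replicate 1. Camera's tests of these 4 lists in males passed with an estimated correlation too (adjusted p = 0.0213, 0.0420, 0.0420 and 0.0121). Fewer genes rose in *Pparg*Δ/Δ females, 4 of fibrosis and matrix, 4 of neutrophils and 2 of monocyte-derived macrophages. With 1 array left out in turn these counts ranged from 2 to 7, 2 to 8 and 0 to 3. In *Pparg*Δ/Δ females 8 of the 32 cell cycle genes rose (20), which became 5, 5, 3, 3, 5, 4 and 3 without male CTL replicates 1 and 3, female CTL replicates 1, 2 and 3 and female *Pparg*Δ/Δ replicates 2 and 3. The comparisons of *Pparg*Δ/Δ males at this age include the doubted library.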
